# Altered responsiveness to TGF-β results in reduced Papss2 expression and alterations in the biomechanical properties of mouse articular cartilage

**DOI:** 10.1186/ar3762

**Published:** 2012-03-06

**Authors:** Girish Ramaswamy, Philip Sohn, Alan Eberhardt, Rosa Serra

## Abstract

**Introduction:**

Previous studies have indicated that transforming growth factor β (TGF-β) signaling has a critical role in cartilage homeostasis and repair, yet the mechanisms of TGF-β's chondroprotective effects are not known. Our objective in this study was to identify downstream targets of TGF-β that could act to maintain biochemical and biomechanical properties of cartilage.

**Methods:**

Tibial joints from 20-week-old mice that express a dominant-negative mutation of the TGF-β type II receptor (DNIIR) were graded histologically for osteoarthritic changes and tested by indentation to evaluate their mechanical properties. To identify gene targets of TGF-β, microarray analysis was performed using bovine articular chondrocytes grown in micromass culture that were either treated with TGF-β or left untreated. Phosphoadenosine phosphosynthetase 2 (*PAPSS2*) was identified as a TGF-β-responsive gene. Papss2 expression is crucial for proper sulfation of cartilage matrix, and its deficiency causes skeletal defects in mice and humans that overlap with those seen in mice with mutations in TGF-β-signaling genes. Regulation of Papss2 was verified by real time RT-PCR and Western blot analyses. Alterations in sulfation of glycosaminoglycans were analyzed by critical electrolyte concentration and Alcian blue staining and immunofluorescence for chondroitin-4-sulfate, unsulfated chondroitin and the aggrecan core protein.

**Results:**

DNIIR mutants showed reduced mechanical properties and osteoarthritis-like changes when compared to wild-type control mice. Microarray analysis identified a group of genes encoding matrix-modifying enzymes that were regulated by TGF-β. *Papss2 *was upregulated in bovine articular chondrocytes after treatment with TGF-β and downregulated in cartilage from DNIIR mice. Articular cartilage in DNIIR mice demonstrated reduced Alcian blue staining at critical electrolyte concentrations and reduced chondroitin-4-sulfate staining. Staining for unsulfated chondroitin sulfate was increased, whereas staining for the aggrecan core protein was comparable in DNIIR and wild-type mice.

**Conclusion:**

TGF-β maintains biomechanical properties and regulates expression of Papss2 and sulfation of glycosaminoglycans in mouse articular cartilage.

## Introduction

Osteoarthritis (OA) is the most common form of arthritis and a major cause of disability worldwide. OA is primarily a disease that affects articular cartilage, the permanent cartilage present on surfaces of diarthrodial joints. It is important for smooth functioning and load transfer across the joints. Chondrocytes respond to a variety of stimuli, including mechanical loading and growth factors that maintain cartilage homeostasis. Type II collagen and proteoglycans, primarily aggrecan, are the major constituents of the extracellular matrix (ECM), which form a meshwork that acts as the main load-bearing component of the cartilage [1].

The transforming growth factor β (TGF-β) superfamily is known to play an important role in the skeletal system, especially in the development and maintenance of growth plate and articular cartilage [2,3]. Altered signaling and reduced expression of TGF-β ligands and receptors have been associated with OA in both mice and humans [4,5]. Previously, it was shown that mice expressing a dominant-negative mutation of the TGF-β type II receptor (DNIIR) in the cartilage have OA-like symptoms, including increased hypertrophy, chondrocyte clustering and osteophytes in the joint space [6]. Similar results were previously shown using mouse models with alterations in other components of TGF-β signaling, including Smad3, LTBP3 and Smurf2 [7-9]. None of these studies characterized the changes in biomechanical properties of articular cartilage during joint degeneration, however, and the mechanisms of TGF-β's chondroprotective effects are still not known.

Biomechanical integrity is critical for healthy functioning of the joints. Changes in extracellular and pericellular matrix, water content and fixed-charge density are significant features of OA and are known to affect the mechanical properties of cartilage [10-12]. Cartilage matrix contains high concentrations of negatively charged sulfate and carboxyl groups that help attract and retain water during loading [13]. Sulfation is an essential posttranslational modification in which sulfate groups are added to glycosaminoglycan chains that are covalently linked to core proteins of proteoglycans. 3'-Phosphoadenosine 5'-phosphosulfate synthetase 2 (Papss2) is a bifunctional enzyme that catalyzes the synthesis of 3'-phosphoadenosine-5'-phosphosulfate (PAPS), the universal sulfate donor for all sulfotransferase reactions [14,15]. Mutations in *PAPSS2 *cause an autosomal recessive form of spondyloepimetaphyseal dysplasia (SEMD), Pakistani type [OMIM:612847], in humans, whereas a point mutation in the adenosine 5'-phosphosulfate kinase region of *Papss2 *causes brachymorphism (bm) in mice [16-19]. Both conditions are characterized by short stature, kyphoscoliosis and premature joint degeneration that resemble some of the phenotypic features of mice with altered TGF-β signaling [6,17,19-21]. Factors that regulate *Papss2 *expression are unknown.

The goal in this study was to identify downstream targets of TGF-β that act to maintain biochemical and biomechanical properties of cartilage. We identified *PAPSS2 *as a TGF-β-regulated gene in bovine articular cartilage. We subsequently showed that Papss2 and the level of chondroitin 4-sulfate are downregulated in DNIIR cartilage, whereas levels of the aggrecan core protein are comparable with those of control mice. We hypothesize that altered TGF-β signaling and the resulting changes in Papss2 expression and matrix sulfation adversely affect the mechanical properties of the cartilage, leading to joint degeneration.

## Materials and methods

### DNIIR mice

All mice in this study were maintained and handled with the approval of the Institutional Animal Care and Use Committee of the University of Alabama at Birmingham. Generation of transgenic mice expressing a cytoplasmic truncated, functionally inactive DNIIR under the control of a metallothionein-like promoter was described previously. Mice were genotyped by PCR with DNA extracted from mice tails. The primer sequences for genotyping were described previously [6].

### Mechanical testing

The mice were killed at 12 or 20 weeks of age, and right tibiae were extracted and stored at 4°C in PBS until tested. Mechanical testing was done within 48 hours of tissue extraction. Articular cartilage was tested by indentation on a computer-controlled electromechanical test system (Bose LM1 ElectroForce TestBench; Bose Corp, Eden Prairie, MN, USA) fitted with a 250-g load cell (Sensotec Honeywell, Columbus, OH, USA). The tibiae were cut with a surgical blade at 6 mm measured from the articular cartilage surface, embedded in polymethylmethacrylate, mounted in a custom-made specimen chamber, immersed in PBS and maintained at room temperature. The articular surface was maintained wet with PBS during the embedding process. The specimen chamber was fixed on a custom-made X-Y stage with micrometer control and a 360° rotating arm (Figure 1A).

**Figure 1:**
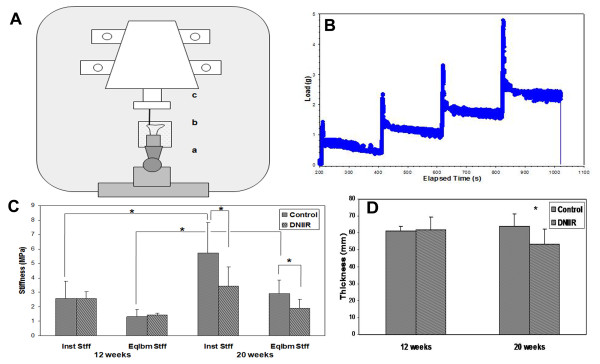
**Mechanical properties of articular cartilage**. **(A) **Schematic of indentation testing setup. **(a) **360° rotating arm. **(b) **Specimen chamber filled with PBS. **(c) **250-g load cell with indenter. **(B) **Representative four-step stress relaxation curve with 5-μm displacement steps and 200-second relaxation time between each step. **(C) **Indentation results for control and dominant-negative transforming growth factor β type II receptor (DNIIR) tibiae at ages 12 weeks (*n *= 3 controls and 3 DNIIR) and 20 weeks (*n *= 7 controls and 6 DNIIR). Significant changes in stiffness were not observed in DNIIR cartilage at 12 weeks. Instantaneous and equilibrium stiffness were significantly lower in DNIIR cartilage at 20 weeks. In control mice, stiffness increased significantly between ages 12 and 20 weeks. Stiffness was not significantly changed for DNIIR mice over the same time period. **(D) **Articular cartilage thickness was significantly reduced in DNIIR mutants as compared to age-matched controls at 20 weeks of age, but no difference was observed at 12 weeks. Values are means ± SD. *P < 0.05.

A four-step stress relaxation test was performed on each specimen utilizing a custom-made cylindrical, impervious, plane-ended indenter (178-μm diameter) positioned perpendicular to the cartilage surface with the use of a stereomicroscope. Indentation was performed on the lateral tibial plateau. The indenter was positioned approximately at the central region of the tibial surface with respect to the mediolateral and dorsoventral axes. Indentation was performed consistently at the same location by viewing it through a stereomicroscope and adjusting the sample by moving the X-Y stage so that the indenter was on top of the central region of the lateral tibial plateau. Initially, a tare load of 0.05 g was applied and the cartilage was allowed 200 seconds to reach equilibrium. The cartilage surface was then displaced by 20 μm over four steps of 5 μm each with a relaxation time of 200 seconds between every step (Figure 1B). Load values measured immediately after every displacement step and at the end of every 200-second equilibrium period were converted to stress values by dividing the load by the indenter surface area, and strain values were calculated using the ratio of displacement steps to cartilage thickness [10,22]. Stress-strain curves were plotted separately for both instantaneous and equilibrium values. Stiffness was determined as the slope of the respective curves and called instantaneous and equilibrium stiffness, respectively. After stress relaxation was complete, the load was removed and the cartilage was allowed to return to its original shape. The indenter was replaced with a sharp tungsten needle (1-μm tip radius) that was pushed through the cartilage surface to measure cartilage thickness as indicated by changes noted in the load-displacement curve at the surface and tidemark [23].

### Histology

Tibiae from mice were fixed in 4% paraformaldehyde overnight, decalcified, processed in ethanol solutions and embedded in paraffin. Sections 6 μm thick were cut and mounted on Superfrost Plus slides (Fisher Scientific, Pittsburgh, PA, USA). Sections were stained with H & E, toluidine blue and Sirius red as described previously [24]. Sections were stained employing the critical electrolyte concentration principle with 0.05% Alcian blue 8GX (Electron Microscopy Sciences, Hatfield, PA, USA) in 0.025 M sodium acetate buffer at pH 5.8 and 0.5 M MgCl_2 _overnight and were counterstained with nuclear fast red [25,26].

### Bovine micromass cultures

Bovine metacarpal-phalangeal joints were obtained from a local abattoir. Cultures were set up according to a protocol described previously [27,28]. Briefly, full-thickness slices of cartilage were taken off the bone and placed into DMEM/10% fetal bovine serum (FBS) containing antibiotics and fungicide. The tissue was then minced finely and placed into DMEM/10% FBS containing 0.2% collagenase overnight. The isolated cells were removed, washed, strained and resuspended in fresh DMEM/10% FBS at a concentration of 2 × 10^7 ^cells/ml. Twenty-microliter drops were placed into the bottom of each well of a 24-well plate. The cells were allowed to adhere to each other and to the plate for 3 hours, then the well was flooded with 1 ml of DMEM/0.5% FBS, ascorbate and antibiotics.

Alcian blue staining was quantified as the absorbance at 595 nm of the guanidine-extracted stain over the quantity of DNA measured by the fluorescence of Hoechst dye [29]. Cells were washed, stained with 0.125% Alcian blue in 0.1 M HCl overnight at 37°C, washed and extracted in 6 M guanidine hydrochloride. Alkaline phosphatase activity was quantified as nanomolar *p*-nitophenol released per hour over the amount of DNA.

### Affymetrix microarrays

RNA was isolated from bovine cells grown in micromass culture either untreated or treated with 5 ng/ml TGF-β1 (R&D Systems, Minneapolis, MN, USA) for 8 hours using TRIzol reagent (Invitrogen, Carlsbad, CA, USA). The Affymetrix GeneChip Bovine Genome Array (Affymetrix, Inc, Santa Clara, CA, USA) was completed in the Gene Expression Shared Facility located in the Heflin Center for Genomic Sciences at the University of Alabama at Birmingham. The quality of each RNA sample was determined by analysis on the 2100 Agilent Bioanalyzer (Agilent Technologies, Inc, Santa Clara, CA, USA) prior to RNA labeling. Detailed GeneChip analytical procedures are presented in the Manufacturer's GeneChip Expression Technical Manual (Affymetrix). Briefly, 50 ng of total RNA from each sample were used in a two-cycle cDNA amplification protocol using T7-linked oligo(dT) primers according to the manufacturer's instructions. After the first round of cDNA synthesis, an *in vitro *transcription step was utilized to amplify the RNA, following which a second round of cDNA synthesis was performed. Subsequently, cRNA was generated and biotin was incorporated into the cRNA strand using standard methods (Affymetrix), followed by cRNA fragmentation and preparation of hybridization cocktail. The arrays were hybridized overnight at 45°C, then washed, stained and scanned the next day. Gene expression levels were extracted using the Affymetrix GeneChip Command Console (AGCC; Affymetrix).

Statistical analysis and gene lists for the array experiments were generated using the GeneSpring software package (Agilent Technologies). Briefly, to generate gene lists, the raw GeneChip files (.cel) from GeneChip Operating Software (AGCC) were uploaded to GeneSpring, background was subtracted and data were normalized using the Robust Multichip Average method and default settings in GeneSpring. The untreated control group was used as a baseline to calculate the intensity ratio or fold changes of the TGF-β-treated versus control groups. The ratio was log_2_-transformed before further statistical analysis. The *P*-values were calculated by *t*-test assuming unequal variance. Microarray data were deposited into the Gene Expression Omnibus database [GEO:GSE29233].

### Real-time RT-PCR

RNA from bovine cultures was used for real-time RT-PCR to confirm the array results. To verify regulation in DNIIR mice, RNA was isolated from articular cartilage from wild-type (WT) and DNIIR mice. First, articular cartilage was carefully dissected from forelimb and hind limb joints and digested in 3 mg/ml collagenase D for 3 hours at 37°C, and cells were isolated from the matrix. RNA was extracted from the cells using TRIzol reagent (Invitrogen). RNA was DNase-treated (Promega, Madison, WI, USA), and real-time RT-PCR was performed using the SYBR Green RT-PCR Kit (QIAGEN, Valencia, CA, USA) on the LightCycler 480 Real-Time PCR System (Roche Applied Science, Indianapolis, IN, USA). Changes in expression levels of bovine or mouse *Prg4, Papss2*, and *Plod2 *were determined using hypoxanthine ribosyltransferase (*Hprt*) as the normalization gene in mouse samples and glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) in bovine samples. Primers that crossed intron boundaries were either designed or selected from PrimerBank http://pga.mgh.harvard.edu/primerbank/. The sequences are listed in Table 1. The results were analyzed using REST software [30].

**Table 1:** Primer sequences used in real-time RT-PCR

Gene	Forward primer	Reverse primer
Mouse		
*Hprt*	TCA GTC AAC GGG GGA CAT AAA	GGG GCT GTA CTG CTT AAC CAG
*Prg4*	GAA AAT ACT TCC CGT CTG CTT GT	ACT CCA TGT AGT GCT GAC AGT TA
*Papss2*	CCC GTG ATG GAG TCA TCA ACA TGA G	GTG CTT TGC AGT GGC TGT TCC
*Plod2*	CAC TGG ATT ATC CCA AAG AAG CCC	CCT GGC TTC TGC TTG ACT TAG GTT
*Fxyd2*	ATC CCT TCG AGT ACG ACT ATG AA	CAG CGG AAC CTT TTG CTG AGA
Bovine		
*Gapdh*	GGG TCA TCA TCT CTG CAC CT	GGT CAT AAG TCC CTC CAC GA
*Prg4*	TGC CCT GAC TTC AAG AAG GAA TGC	CCA TAA TCG GAA CAG CAC TTG CCA
*Papss2*	TGC CAT CTT CCC ATC TCC CAT GTT	ACA GGT CTC TCT TGG TCT CAG GAT
*Plod2*	CCC TTT CCT ACC TCG ATT TCT GAA CAC	CCA TGT TTC TGG CTT CAG CTT GAC

### Western blot analysis

Articular cartilage from forelimb and hind limb joints of 6 week, 20 week, and 10 month old control and DNIIR mice was digested for 3 hours in 3 mg/ml collagenase D (Roche Applied Science) dissolved in DMEM/F-12 nutrient mixture (Gibco/Life Technologies, Grand Island, NY, USA) at 37°C in a thermal incubator. The digest was filtered through a 40-μm cell strainer. After centrifugation, the pellet was lysed in TRIzol reagent (Invitrogen) and both RNA and protein were extracted according to the manufacturer's instructions. Equal amounts of protein samples from the cell lysate were separated by reducing electrophoresis with 10% acrylamide gels. After transfer to polyvinylidene fluoride membrane (Bio-Rad Laboratories, Hercules, CA, USA), the membranes were blocked with 5% nonfat dry milk and incubated with monoclonal antibody to Papss2 (1:1,000 dilution; Sigma-Aldrich, St Louis, MO, USA). Blots were then incubated with horseradish peroxidase-conjugated goat anti-mouse immunoglobulin G (IgG) (Santa Cruz Biotechnology, Santa Cruz, CA, USA). Immunoblots were developed by chemiluminescence (Thermo Fisher Scientific). Gapdh was used as a loading control. The blots were scanned using an Epson Perfection V700 photo scanner (Epson America Inc, Long Beach, CA, USA) at 1,200 dpi, then densitometry was measured using KODAK molecular imaging software (Eastman Kodak, Rochester, NY, USA).

### Immunofluorescence

Paraffin-embedded tibial sections from 20-week-old mice were dewaxed and hydrated. Antigen unmasking was performed by incubating sections in 0.1% trypsin (Sigma-Aldrich) in 1 × PBS at 37°C for 12 minutes. Sections were treated with chondroitinase ABC (Sigma-Aldrich) for 1 hour at 37°C. The Mouse on Mouse (M.O.M.) Immunodetection Kit (Vector Laboratories, Burlingame, CA, USA) was then used with mouse primary antibodies, and immunofluorescence was performed according to the manufacturer's instructions. Sections were stained with anti-chondroitin-4-sulfate (C4S) (2-B-6) and anti-chondroitin-0-sulfate (C0S) (1-B-5) (Seikagaku Corp, Tokyo, Japan) at 1:400 dilution. Biotinylated anti-mouse IgG secondary antibody, followed by Cy3-conjugated streptavidin, was applied to the sections. Sections without chondroitinase treatment were included for antibody specificity. For aggrecan, after antigen-unmasking sections were blocked with 5% BSA and 5% goat serum in Tris-buffered saline with 0.1% Tween 20 and incubated with anti-rabbit aggrecan antibody (AB1031; Millipore, Billerica, MA, USA), and Alexa Fluor 488-conjugated anti-rabbit secondary antibody was used for fluorescence. Sections without primary antibody were included for antibody specificity.

### Statistical analysis

Indentation test results were assessed by analysis of variance to compare 12- and 20-week control and mutant samples. *P *< 0.05 was considered statistically significant. Real-time RT-PCR data were analyzed using REST software [30], which enables statistical comparison of different genes between multiple groups. Instead of applying a parametric test, REST software performs randomization tests (at least 2,000 randomizations) on groupwise data and calculates expression ratios of target genes compared to a reference gene along with the *P*-values. Differences were considered significant at *P *< 0.05.

## Results

### Mechanical properties of articular cartilage in control and DNIIR mice

Previously, we showed that dominant-negative interference of Tgfbr2 (DNIIR) in mice results in OA-like symptoms in the peripheral joints [6]. To characterize any TGF-β-mediated alterations in the mechanical properties of articular cartilage in mice, a four-step stress-relaxation-indentation test was performed on the tibial plateau of 12- and 20-week-old WT control and DNIIR mice (Figures 1A and 1B). No significant differences in stiffness or cartilage thickness were observed between WT and DNIIR mice at 12 weeks of age (Figures 1C and 1D). In contrast, both instantaneous and equilibrium stiffness were significantly reduced (about 35%, *P *< 0.05) (Figure 1C) in 20-week-old mutant mice compared to age-matched WT controls. In addition, stiffness was significantly increased in control mice between 12 and 20 weeks of age; however, the increase in DNIIR mice between ages 12 and 20 weeks was much less and not significant (Figure 1C). Articular cartilage thickness as measured by the needle probe method showed that mutants also possessed thinner articular cartilage (about 17%, *P *< 0.05) (Figure 1D) relative to controls at 20 weeks of age. The structural stiffness results should not be affected by this small change in cartilage thickness, because stiffness is calculated as the slope of the stress-strain curve, where strain is the change in cartilage thickness divided by the original thickness. The results suggest that alterations in TGF-β signaling adversely affect the mechanical properties of articular cartilage in mice.

To determine the severity of OA in the mice tested, we took sections of the contralateral tibiae from a subset of 20-week-old mice (*n *= 3 control and 3 DNIIR) and stained them with H & E to determine the basic histology of the tissue, with toluidine blue to determine the level of proteoglycan matrix depletion and with Sirius Red by polarized light microscopy to determine the level of collagen organization (Figure 2). The cartilage exhibited matrix discontinuity at the superficial layer to shallow vertical fissures by H & E staining (Figures 2A and 2B). Loss of toluidine blue staining was focal but went deep into the cartilage (Figures 2C and 2D). Clustering of chondrocytes was evident in the top layers of the cartilage. Collagen fibers were disorganized, and there was an increase in collagen staining suggestive of new collagen formation (Figures 2E and 2F). To determine the extent of OA in the mutant mice, we used the scoring system described by Pritzker *et al. *[31]. In this system, grade describes the depth of OA and stage describes how much of the surface is involved. The final score is calculated as grade time stage. Because more than 50% of the cartilage surface was involved in 20-week-old DNIIR mice, the stage was 4.0. The grades of DNIIR mice at the same age were 2.0 to 3.0, so the scores for 20-week-old DNIIR mice were 8.0 to 12.0. The score for WT mice was 0. The extent of OA in these mice was less severe than previously reported [6], likely due to a selective advantage for breeding in mice with less severe OA.

**Figure 2:**
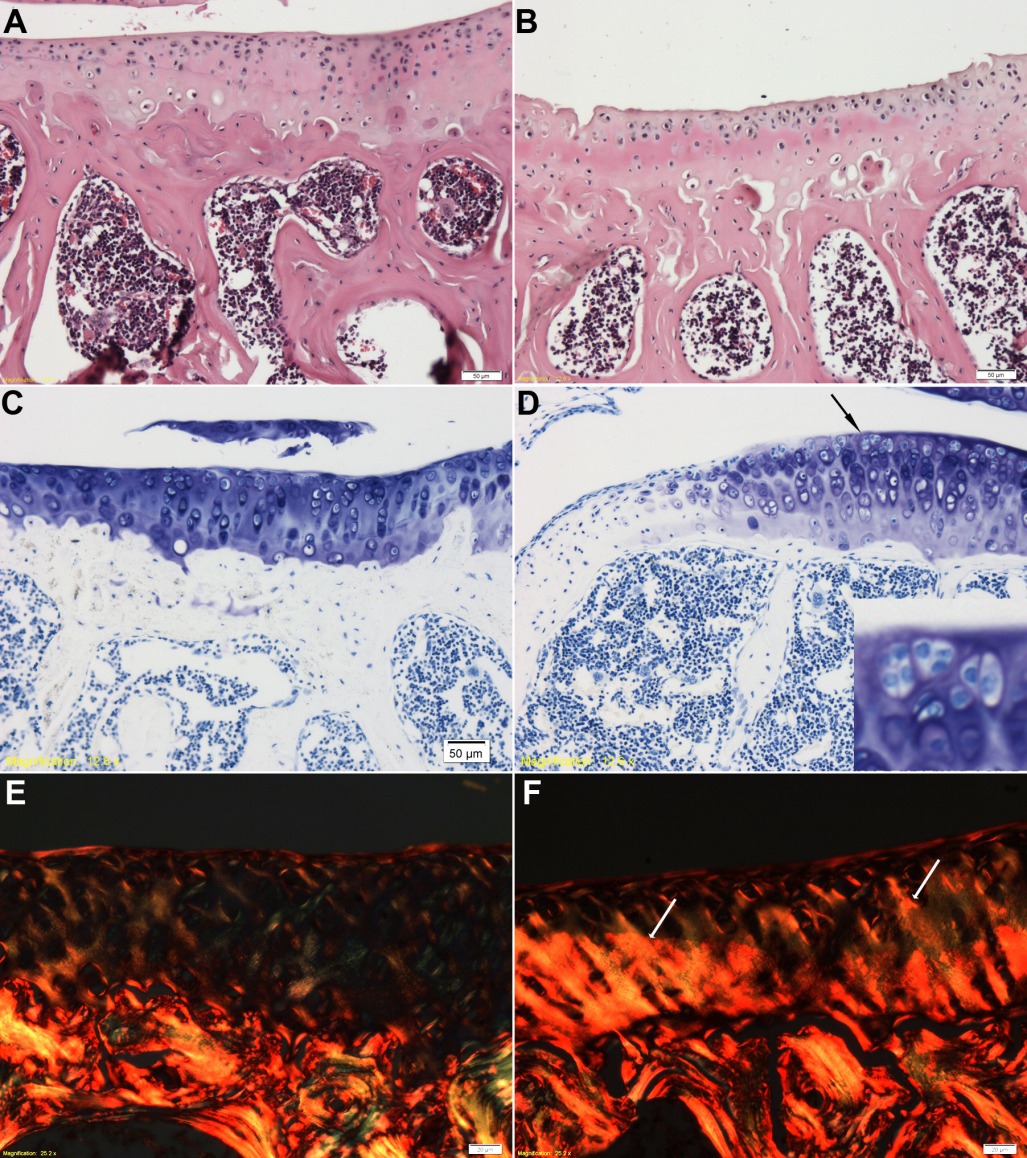
**Mild osteoarthritis observed in dominant-negative transforming growth factor β type II receptor mice**. Sections from 20-week-old control **(A)**, **(C) **and **(E) **and dominant-negative transforming growth factor β type II receptor (DNIIR) **(B)**, **(D) **and **(F) **tibiae (*n *= 3 control and 3 DNIIR) were stained with H & E (A) and (B), toluidine blue (C) and (D) and Sirius red/polarized light microscopy (E) and (F) to determine the extent of osteoarthritis (*n *= 3 controls and 3 DNIIR). Fibrillation at the surface (B), focal cationic matrix stain depletion (D), cell clusters (D, arrow and inset) and disorganized and increased collagen fibers (F, arrows) are shown.

### Matrix-modifying genes are regulated by TGF-β in articular cartilage

The data above and previous results suggest that TGF-β normally prevents joint degeneration; however, the downstream effectors of TGF-β in the articular cartilage are not known [6-9]. To identify genes that are likely direct targets of TGF-β in the articular cartilage, we used bovine articular chondrocytes grown in micromass culture [27,28]. This strategy has the advantages over dissecting tissue from mice that there is less contamination with other cell types and the genes identified are more likely to be directly regulated by TGF-β. The effect of TGF-β on the phenotype of the chondrocytes in culture was tested first (Figures 3A through 3D). Cells were treated with 5 ng/ml TGF-β1 for 7 days. Standard Alcian blue staining was used as a measure of overall proteoglycan content (Figures 3A and 3B). The level of staining was then quantified by absorbance at 595 nm (Figure 3E). Alkaline phosphatase staining (Figures 3C, D and 3F) was used as a measure of late hypertrophic differentiation. Treatment with TGF-β resulted in increased Alcian blue staining and decreased alkaline phosphatase activity, indicating that TGF-β is active in this model. This is consistent with data previously reported for bovine articular chondrocytes treated with TGF-β [28].

**Figure 3:**
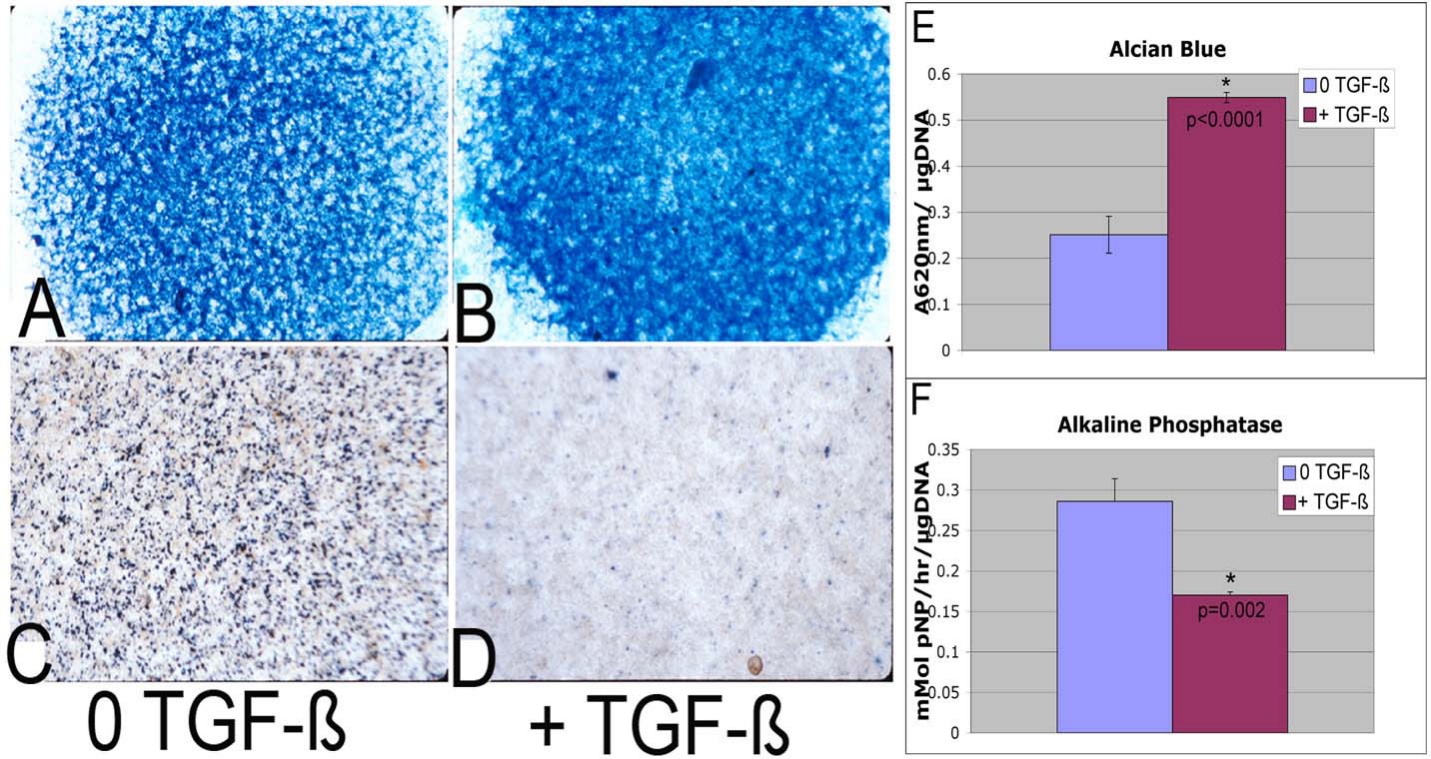
**Bovine articular chondrocytes in micromass culture**. Bovine articular chondrocytes grown in micromass cultures were left untreated **(A) **and **(C) **or treated with transforming growth factor β (TGF-β) **(B) **and **(D) **for 7 days. Cultures were stained for Alcian blue (A) and (B) or alkaline phosphatase (C) and (D). Quantification of staining showed an increase in Alcian blue staining **(E) **and a decrease in alkaline phosphatase activity after treatment with TGF-β **(F)**. *P-value < 0.05 by *t*-test. pNP: *p*-nitophenol.

Next, RNA was isolated from cells untreated or treated with 5 ng/ml TGF-β1 for 8 hours. Microarray analysis was done using Affymetrix GeneChip Bovine Genome Array GeneChips, which contain 24,072 probe sets representing approximately 23,000 bovine genes. 

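Articular chondrocytes are the cells that make the matrix of joint cartilage, and in micromass culture they are plated at high density and go on laying down that matrix. The 6 arrays came from 3 untreated cultures and 3 cultures given 5 ng/ml TGF-β1 for 8 hours, numbered 1 to 3 within each group. The largest difference among the arrays was between replicates, not between treatments. The first principal component, with 56.4% of the variance, set both replicate 3 arrays apart from the others, and the second, with 18.2%, separated the untreated from the TGF-β arrays. Genes of the cell cycle were high in replicate 3. Over 30 such genes, the median lay 2.10 log2 units above replicates 1 and 2 in the untreated culture and 1.91 log2 units above them in the TGF-β culture. The TGF-β array of replicate 2 had bright spike-in controls, which are bacterial transcripts added to each sample. The median of its 18 spike-in probe sets was 1.53 log2 units, against -0.17 to 0.06 on the other 5 arrays. Array medians lay between -0.01 and 0.02 log2 units. The median difference between the 5′ and 3′ probe sets of control transcripts, a sign of RNA quality, ranged from -0.12 to 0.19 log2 units, and the ranges of both groups overlapped. On the TGF-β array of replicate 2, this difference was -1.0 for eIF4E and -0.52 for actin, against -0.24 to 0.24 and -0.17 to 0.39 on the other arrays. Each probe set was centred over the 6 arrays, so these differences compare the arrays with one another. They do not give the 5′ to 3′ ratio itself, and values near 0 do not show that the RNA was intact.
The deposited values are Robust Multichip Average signals that the authors made in GeneSpring, on the log2 scale, with each probe set centred on its median over the 6 arrays. Differences between arrays are kept in such values, and the level of a probe set is not. Of 24128 probe sets, 112 Affymetrix controls were left out and 24016 were tested. The array annotation gave 1 gene symbol to 13292 of these, several to 86 and none to 10638, and 23 were named only through the study's own list in Additional file 1. Probe sets of the same gene were averaged, except that genes of Table 2 kept the probe set given there, which made 9172 genes. Changes were tested with limma, first on the groups alone and then with the replicate number as a term in the model (the paired fit). Cultures of 3 cows were grown with and without TGF-β, and arrays with the same number deviated from their group means together, with r = 0.740, 0.694 and 0.845 for replicates 1, 2 and 3 and -0.683 to 0.185 between other numbers. These correlations are across probe sets, which are not independent replicates, and the labels do not name the cow. Genes are said to have risen or fallen where the Benjamini-Hochberg adjusted p over all genes was under 0.05 in the paired fit. On the groups alone, limma put 0 genes at that threshold and 552 at an unadjusted p under 0.05, and the unequal-variance test of the methods put 0 and 425 there. Having 3 arrays per group limits the precision of every value. Each standard error (SE) is that of limma's paired fit, which draws a gene's variance toward that of all genes. It is therefore not the observed spread of the 3 pairs. IL11RA, with an SD of 0.0055 over its 3 differences, has an SE of 0.0862, and PAPSS2, with an SD of 0.82, has 0.269.

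**Figure D1:**
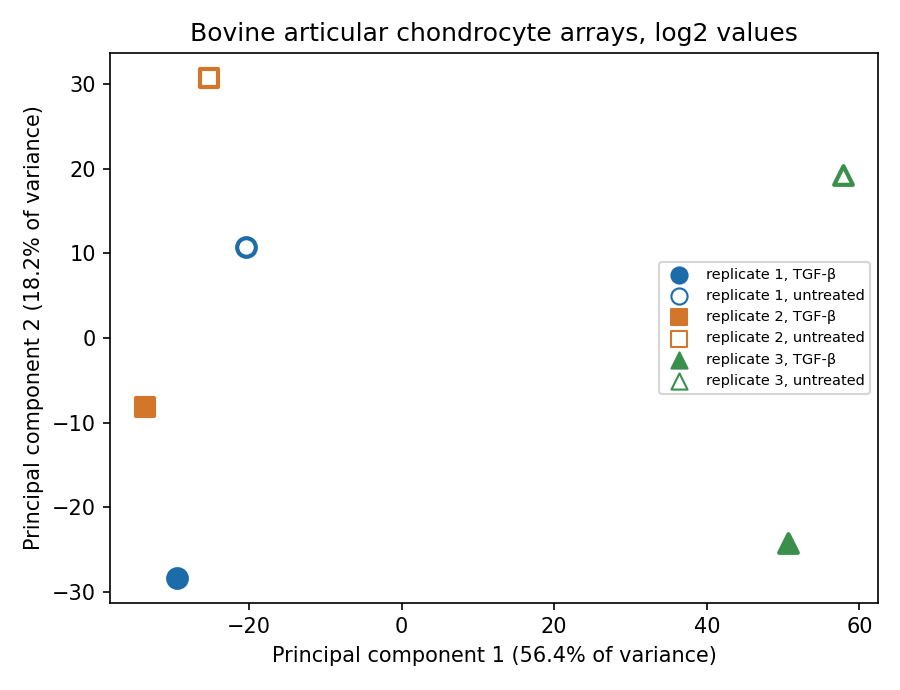
First and second principal components of the 6 arrays over 24016 probe sets, with untreated arrays as open and TGF-β arrays as filled symbols and the replicate shown by colour and shape. Both replicate 3 arrays lie apart from the others on the first component, and the untreated and TGF-β arrays lie apart on the second.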

Micromass cultures of articular cartilage from three separate cows were grown in the presence or absence of TGF-β, resulting in three biological replicates for each condition. The results were analyzed using GeneSpring software and the default statistical cutoffs. A gene list was generated that contains genes that were regulated either up or down by at least twofold with a *P*-value < 0.05. 

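In the paired fit, 217 of 9172 genes rose with TGF-β and 429 fell. Among those that rose, F3, which encodes tissue factor, the starter of the coagulation cascade, had a log2 fold change of 3.36 (SE 0.216, n = 3 pairs). DPT, which encodes the matrix protein dermatopontin (2.70), the tetraspanin gene TSPAN2 (2.58), TNFAIP6, whose product binds hyaluronan (2.48), the cytokine gene IL6 (2.03) and ANGPTL2, which encodes a secreted angiopoietin-like protein (1.98), followed, as did TCF7, which encodes a transcription factor of Wnt signalling (1.87), and G0S2, whose product inhibits a triglyceride lipase (1.80). Among those that fell, the homeobox gene MEOX2 had -2.31 (SE 0.127, n = 3 pairs), and 1 probe set of APOD, which encodes apolipoprotein D, had -2.69, where the mean over the gene's 3 probe sets was -1.41. RFTN2 (-1.99), the phosphatase-like gene MTMR11 (-1.92), SORBS2, which encodes an adaptor of the actin cytoskeleton (-1.84), MCOLN2, which encodes an endolysosomal channel (-1.83), the membrane protein gene EMP3 (-1.80), PDK3, whose product inhibits pyruvate dehydrogenase (-1.75), SFXN3, which encodes a mitochondrial carrier (-1.65), TNS2, which encodes a focal adhesion protein (-1.64), and MYO18A, which encodes an unconventional myosin (-1.58), also fell. The 12 genes with the largest increase and the 12 with the largest decrease, taken on the means of their probe sets and among those in which all 3 TGF-β arrays lay beyond all 3 untreated arrays, also hold TGFBI, PTHLH, ARSI, IBSP and GLT8D2. TNS2 and MYO18A have their names only from the study's own list.
Among single probe sets, 585 rose and 832 fell in the paired fit. All 3 TGF-β arrays lay above all 3 untreated arrays in 1467 probe sets and below them in 1180, together 11.0%. In the 3 other divisions of the arrays into 3 and 3 that part every pair of equal numbers, as this one does, 3.71% to 4.64% of probe sets did not overlap, and in the 6 that part 1 pair and so set replicates against each other, 8.27% to 15.8% did not, with 4 of the 6 above 11.0%. Without the replicate number, limma put 0 probe sets at an adjusted p under 0.05 (lowest 0.214) and 1377 at an unadjusted p under 0.05, and the unequal-variance test of the methods put 0 and 1032 there. At a change of at least 2-fold with an unadjusted p under 0.05, the counts were 111 higher and 89 lower with limma on the groups alone, 158 and 128 in the paired fit, and 65 and 62 with the unequal-variance test. In simulated data of the same size, a mean of 6% of the paired fit's calls were false with spread drawn from limma's prior. It was 9.94% when each probe set's own spread was used. These shares belong to simulations with 200 changed probe sets and a mean of 163 and 198 calls, against 1417 real calls. Whether they hold for the real arrays, whose deviations are shared across probe sets, was not tested. Without both arrays of replicate 1 or of replicate 2, the paired fit called 301 or 272 probe sets higher and 513 or 267 lower, ANGPTL2 and G0S2 lost their calls without replicate 2 (adjusted p = 0.0618 and 0.0753), and after a further quantile normalization it called 377 and 443. That normalization ran on centred values, so it made the spread of deviations equal between arrays, not that of intensities. The SD of the values ran from 0.234 on the untreated array of replicate 1 to 0.470 on that of replicate 3. A call lost after it, here or below, therefore does not show by itself that a change was weak. On the groups alone, the 2-fold counts were 178 higher and 149 lower without the TGF-β array of replicate 3, and 147 lower without the untreated one.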

There were 60 downregulated genes on the list, and 65 genes were upregulated. A list of selected genes is shown in Table 2. A full list of all the regulated genes is given in Additional file 1. 

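The list in Additional file 1 names genes such as JAG1, IL11RA and SCD beside those of the matrix. JAG1, which encodes a ligand of Notch receptors, rose by 1.00 log2 units (SE 0.0980, n = 3 pairs), and IL11RA, which encodes the receptor of interleukin 11, rose by 1.21 (SE 0.0862, n = 3 pairs). SCD, which encodes a desaturase of fatty acid synthesis, rose by 1.13. NDP, which encodes a ligand of Wnt receptors, fell by 1.31 log2 units (SE 0.113, n = 3 pairs). All 127 probe sets of the list, which the paper gives as 66 up and 61 down, had the same direction in the deposited values, with folds within 2% of the paper's (largest difference 1.29%). All 127 also had an adjusted p under 0.05 in limma's paired fit, the highest being 0.0205. Of the 274 probe sets that changed at least 2-fold in that fit at an adjusted p under 0.05, 147 are not on the list. The list was chosen on these arrays, so its direction and its adjusted p are not independent evidence. It names 95 of its probe sets and leaves 32 without a name. The array annotation gives another gene for 4 of them: PYGL where the list has SNAP23, RPL24 where it has TGFBR3, WARS1 where it has APC, and TPR where it has PRG4. IL11RA is named only by the list.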

The list includes several genes known to be regulated by TGF-β, including proteoglycan 4/lubricin (*PRG4*) [32], parathyroid hormone-like hormone (*PTHLH*) [33], TGF-β-induced protein IG-H3 (*TGFBI*) [34] and prostate transmembrane protein, androgen-induced 1 (*PMEPA1*) [35], suggesting that the microarray was effective in identifying TGF-β-regulated genes. 

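Genes known to respond to TGF-β were higher as a group: camera on the groups alone, which compares a list with all other genes, gave an adjusted p of 1.57e-11, or an adjusted p of 0.202 with an estimated correlation between genes. Of 26 measured genes on a list of TGF-β targets, 15 rose, 0 fell and 11 did not pass the test (17 higher and 2 lower when adjusted over the list alone). TGFBI, which encodes a secreted adhesion protein, had a log2 fold change of 3.39 (SE 0.287, n = 3 pairs; adjusted p = 0.0021) and PTHLH, which encodes parathyroid hormone-related protein, a brake on chondrocyte hypertrophy, one of 2.04 (SE 0.167, n = 3 pairs; adjusted p = 0.00192). PMEPA1, whose product restrains TGF-β signalling, had 1.78 (SE 0.209, n = 3 pairs), and PRG4, which encodes the joint lubricant lubricin, had 1.08 (SE 0.116, n = 3 pairs). INHBA, which encodes the activin A subunit (2.38), LTBP1, which encodes a protein that holds latent TGF-β in the matrix (1.45), VEGFA, which encodes an angiogenic growth factor (1.24), the transcription factor gene BHLHE40 (1.08), the cytokine gene LIF (0.86) and JUNB (0.79) rose as well, as did TAGLN (0.89), TGIF1 (0.56), SPHK1 (0.43), HAS2 and LTBP2. CCN2 (0.20), COL1A1 (0.08) and FN1 (0.16) did not pass the test. ACTA2 (-0.44, adjusted p = 0.0624) and TIMP1 (-0.34, adjusted p = 0.0842), also on the target list, were lower in each replicate and did not pass either. Among 18 components of TGF-β signalling, 5 rose, 0 fell and 13 did not pass (5 higher and 1 lower when adjusted over the list alone). Camera gave this list an adjusted p of 0.0486, and an adjusted p of 0.374 with an estimated correlation. The components that rose were INHBA, LTBP1 and LTBP2 (0.90), which are on both lists, and the ligand genes TGFB1 (0.84) and TGFB2 (0.74). The ligand gene TGFB3 was lower in each replicate, with a log2 fold change of -0.51, and did not pass the test (adjusted p = 0.0623). The receptor gene TGFBR2 had a log2 fold change of -0.18 (SE 0.0888, adjusted p = 0.302).
The study's own list holds 6 of the targets and 1 of the components, so these are not independent of it, and PMEPA1 has its name only from there. A probe set that this list names TGFBR3 and the annotation RPL24 was not counted as a component. It was 2.68-fold lower (adjusted p over probe sets 0.000411 in the paired fit). The probe set that Table 2 gives for PRG4 is annotated as TPR, a gene next to PRG4 in the reference annotation (ARS-UCD2.0). Of 4 probe sets annotated as PRG4, 2 rose (1.84 and 1.34) and 2 did not pass the test (0.35 and -0.10), and the other probe set annotated as TPR had 0.23 (adjusted p = 0.344). A further probe set of PMEPA1 rose by 2.32. TGFB1 lost its call in the paired fit without replicate 1 or 2 (adjusted p = 0.0774 and 0.148), TGFB2 without replicate 1 or 3 (0.104 and 0.0724), both after quantile normalization (0.0863 and 0.0588), TAGLN without replicate 2 (0.0956) and after quantile normalization (0.0505), and TGIF1 and SPHK1 without any of the 3 (0.0561 to 0.173). The component list's adjusted p rose to 0.0689 and 0.209 without untreated replicate 1 or 3 and to 0.143 and 0.253 without TGF-β replicate 1 or 2.

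**Figure D2:**
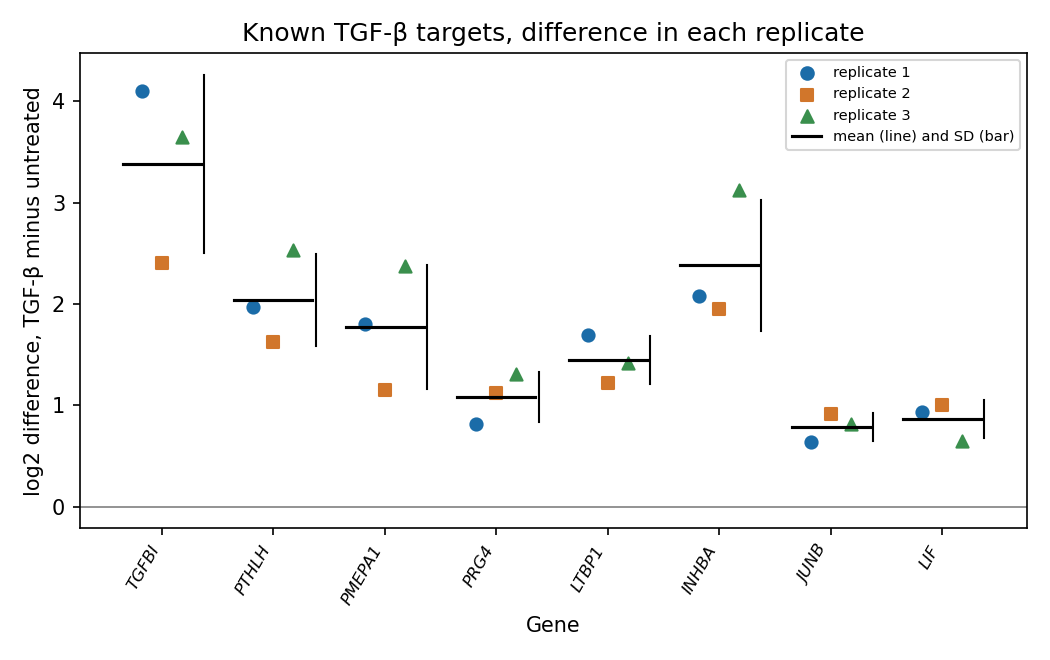
Log2 difference, TGF-β minus untreated, of 8 known TGF-β targets in each of the 3 replicates (points), with the mean (line) and SD (bar). Every point of TGFBI, PTHLH, PMEPA1, PRG4, LTBP1, INHBA, JUNB and LIF lies above 0.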

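Most genes of structural matrix proteins did not pass the test. Of 65 measured, 5 rose, 4 fell and 56 did not pass the test (8 higher and 5 lower when adjusted over the list alone). Besides TGFBI and PRG4, MXRA5, whose product is associated with matrix remodelling, rose by 1.74 log2 units (SE 0.174, n = 3 pairs), and so did the cartilage gene COMP (0.92) and the fibrillin gene FBN1 (0.68). IBSP, which encodes bone sialoprotein, fell by 2.17 log2 units (SE 0.0958, n = 3 pairs), and COL11A1 (-0.60), COL1A2 (-0.57) and the laminin gene LAMB1 (-0.49) fell. The main components of cartilage matrix did not pass the test: type II collagen (COL2A1) had a log2 fold change of 0.03 (SE 0.111, adjusted p = 0.911) and aggrecan (ACAN) one of -0.17 (SE 0.104, adjusted p = 0.397).
Several enzymes that act on matrix molecules rose. Higher with TGF-β were ARSI, which encodes an arylsulfatase (log2 fold change 1.96, SE 0.129, n = 3 pairs, adjusted p = 0.00123), PAPSS2, whose product makes the sulfate donor for sulfation (2.67-fold), DSE, which encodes the epimerase that turns chondroitin into dermatan sulfate (1.34, SE 0.0970, adjusted p = 0.00169), and PLOD2, which encodes a lysyl hydroxylase of collagen (2.10-fold). The glycosyltransferase genes B3GALT2 (1.28, SE 0.137, adjusted p = 0.00429) and B3GALNT2 (1.14, SE 0.0894, adjusted p = 0.00182) rose. A further glycosyltransferase gene, GLT8D2, fell by 1.84 log2 units (SE 0.148, n = 3 pairs, adjusted p = 0.00192), with replicate differences of -2.22, -1.44 and -1.87. ARSI, PAPSS2, B3GALNT2 and MXRA5 are named only by the study's own list. The other probe sets of B3GALT2 and IBSP had log2 fold changes of -0.11 and -0.08.
By camera on the groups alone, the structural list, with a median of -0.01 and a mean of 0.04 log2 units, had an adjusted p of 0.601 (0.931 with an estimated correlation) in the direction of the mean, and 0.0105 in that direction without untreated replicate 2. In the paired fit, COMP and FBN1 lost their calls without replicate 1 or 3 and after quantile or median scaling (adjusted p = 0.0513 to 0.138), COL11A1 without replicate 1 or 2 (0.0844 and 0.0855), and COL1A2 and LAMB1 without any of the 3 (0.0602 to 0.127). On the groups alone, COL1A2 had 0.17 without TGF-β replicate 1 and LAMB1 had 0.20 without untreated replicate 3.

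**Figure D3:**
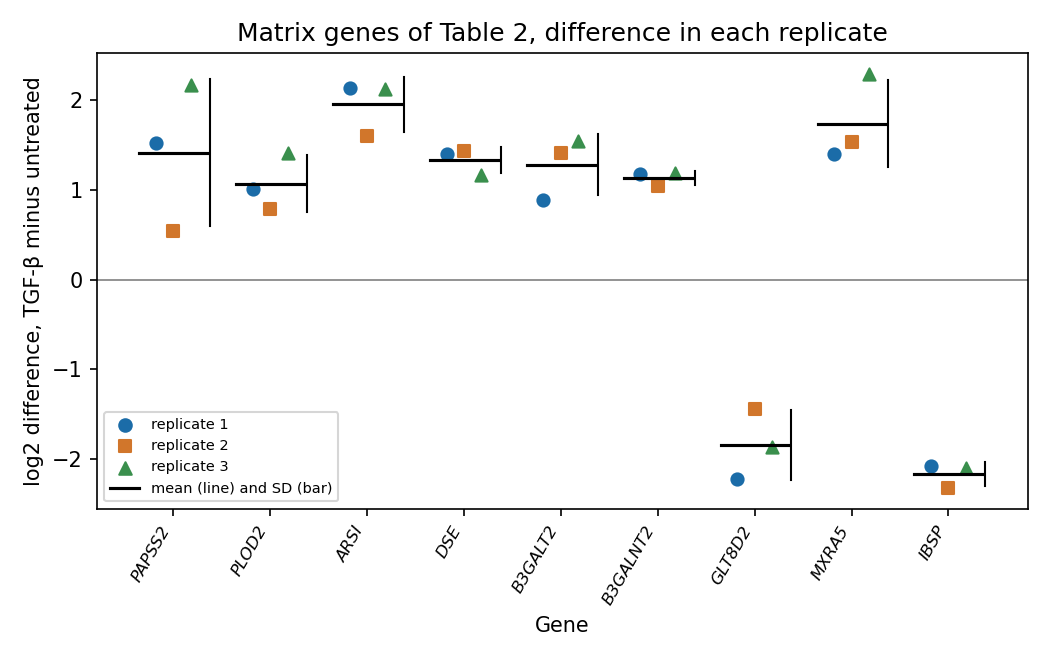
Log2 difference, TGF-β minus untreated, of 9 matrix and matrix-modifying genes in each of the 3 replicates (points), with the mean (line) and SD (bar). PAPSS2, PLOD2, ARSI, DSE, B3GALT2, B3GALNT2 and MXRA5 lie above 0 in every replicate, and GLT8D2 and IBSP lie below 0.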

Surprisingly few genes encoding structural components of the ECM were identified; however, several matrix-modifying genes were upregulated, including 3'-phosphoadenosine 5'-phosphosulfate synthase 2 (*PAPSS2*), procollagen lysine 2-oxoglutarate 5-dioxygenase 2 (*PLOD2*), Β-1,3-*N*-acetylgalactosaminyltransferase 2 (*B3GALNT2*), UDP-gal:βGlcNAcβ1,3-galactosyltransferase polypeptide 2 (*B3GALT2*), glycosyltransferase 8 domain-containing 2 (*GLT8D2*), dermatan sulfate epimerase (*DSE*) and arylsulfatase family, member I (*ARSI*). We also recently identified *Papss2 *as regulated by TGF-β in a microarray screen of TGF-β-treated mouse embryonic sclerotome [36]. This result suggested that TGF-β may function to maintain articular cartilage strength by regulating posttranslational modifications in ECM proteins.

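Genes that build glycosaminoglycan chains, the sugar chains of proteoglycans, were higher as a group with TGF-β, with an adjusted p of 0.00149 by camera on the groups alone and an adjusted p of 0.202 with an estimated correlation. Of 23 measured, 6 rose, 2 fell and 15 did not pass the test (9 higher and 3 lower when adjusted over the list alone). UGDH, whose product makes UDP-glucuronate, a building block of these chains, rose by 1.09 log2 units (SE 0.125, n = 3 pairs, adjusted p = 0.0051). The hyaluronan synthase gene HAS2 (0.63), and GFPT2 (1.74), GFPT1 (0.47) and GNPNAT1 (0.63), which encode enzymes that supply amino sugars, rose beside DSE. CSGALNACT2, which encodes an enzyme of chondroitin chain synthesis, fell by 0.46, and UGP2, whose product makes UDP-glucose, fell by 0.67 log2 units. Of 13 other glycosyltransferases of the families named in the study, 2 rose (B3GALT2 and B3GALNT2), 1 fell (GLT8D2) and 10 did not pass (3 higher and 1 lower when adjusted over the list alone).
With the first probe set of each gene in place of the mean, the glycosaminoglycan list had an adjusted p of 0.0880 by camera. The glycosyltransferase list had 0.278. The study's own list holds 3 of the glycosaminoglycan genes, and GFPT2 is named only there. In the paired fit, the calls of HAS2 and GFPT2 ended without replicate 1 or 3 (adjusted p = 0.0715 to 0.0912), those of UGP2 without replicate 2 (0.0525) and of GNPNAT1 without replicate 2 or 3 (0.174 and 0.108), and those of CSGALNACT2 and GFPT1 without any of the 3 (0.0694 to 0.142). With the first probe set in place of the gene's mean, HAS2 had 1.48 log2 units and GFPT1 0.21, the latter not called (adjusted p = 0.284). After quantile normalization GFPT2 had 0.0727, CSGALNACT2 0.0641 and GFPT1 0.0557. The paper proposes that TGF-β may keep articular cartilage strong by regulating how matrix proteins are modified after translation.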

**Table 2:** Selected genes regulated by TGF-β in bovine articular chondrocytes

Probe set ID	Gene name	Gene symbol	Fold difference	Direction
TGF-β-regulated				
4670.1.S1_at	Transforming growth factor-β-induced protein IG-H3	*TGFBI*	10.44	Up
668.1.S1_at	Prostate transmembrane protein, androgen-induced 1	*PMEPA1*	3.5	Up
22987.1.A1_at	Proteoglycan 4/lubricin	*PRG4*	2.11	Up
12848.1.S1_at	Parathyroid hormone-like hormone	*PTHLH*	4.12	Up
Matrix				
568.1.S1_at	Integrin-binding sialoprotein	*IBSP*	4.48	Down
25236.1.A1_at	Matrix-remodeling-associated 5	*MXRA5*	3.35	Up
Protein-modifying				
28724.1.A1_a_at	Arylsulfatase family, member I	*ARSI*	3.88	Up
7447.1.A1_at	UDP-gal:βGlcNAc β-1,3-galactosyltransferase, polypeptide 2	*B3GALT2*	2.43	Up
5086.2.S1_a_at	β-1,3-*N*-acetylgalactosaminyltransferase 2	*B3GALNT2*	2.2	Up
17755.1.A1_at	Dermatan sulfate epimerase	*DSE*	2.53	Up
24824.1.S1_at	Glycosyltransferase 8 domain-containing 2	*GLT8D2*	3.6	Down
1087.1.S1_at	3'-phosphoadenosine 5'-phosphosulfate synthase 2	*PAPSS2*	2.67	Up
25109.1.S1_at	Procollagen lysine 2-oxoglutarate 5-dioxygenase 2	*PLOD2*	2.1	Up

We verified regulation of several genes by TGF-β in bovine articular cartilage micromass cultures using quantitative real-time RT-PCR (Figure 4A). Gene expression was determined in cultures generated from three separate cows, with each sample generated in triplicate. Combined PCR data from the three biological replicates were analyzed using REST software, which normalizes results and calculates the relative fold differences in gene expression, confidence intervals and statistical significance across experiments using an integrated randomization and bootstrapping algorithm [30]. Bovine micromass cultures treated with TGF-β showed significant upregulation of *PRG4*, a known target of TGF-β (about 3.9-fold), *PAPSS2 *(about fivefold) and *PLOD2 *(about 3.8-fold) relative to untreated controls, thus verifying the microarray results.

**Figure 4:**
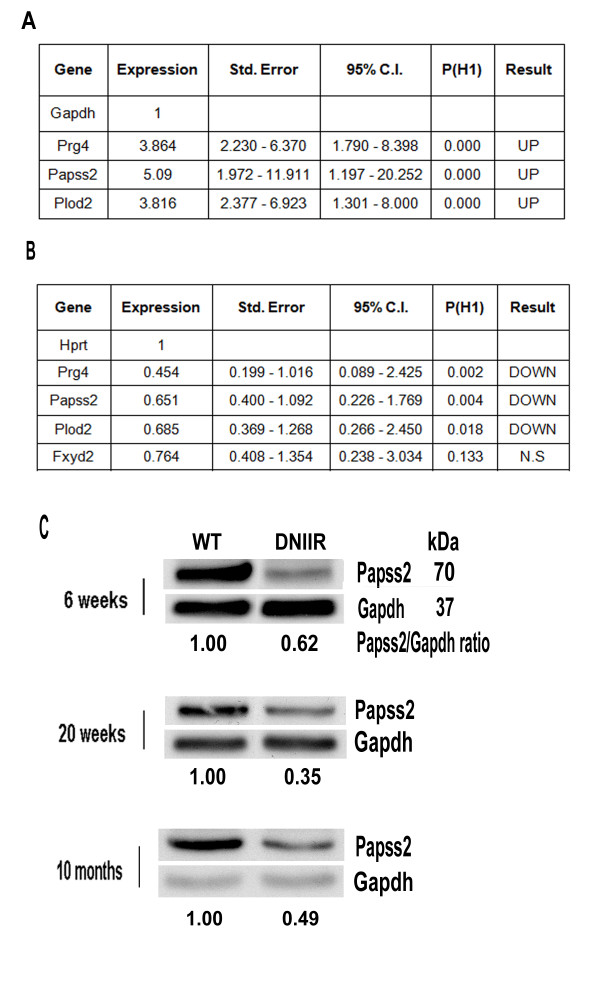
**Papss2 is regulated by transforming growth factor β**. **(A) **RNA isolated from bovine chondrocytes grown in micromass cultures and either left untreated or treated with 5 ng/transforming growth factor β (TGF-β)/ml for 8 hours (*n *= 3 separate cows) was used in real-time RT-PCR. Data are shown as tables obtained using REST software [30]. *Papss2 *and two other selected genes (*Prg4 *and *Plod2*) were upregulated after treatment with TGF-β, confirming the microarray results. Gapdh was used as a normalization control. **(B) **Gene expression was compared by real-time RT-PCR using RNA isolated from 20-week-old wild-type (WT) and dominant-negative TGF-β type II receptor (DNIIR) mice (*n *= 5 controls and 6 mutants) using REST software. Significant downregulation of *Prg4, Papss2 *and *Plod2 *was seen in DNIIR samples. *Hprt *was used as a normalization control. *Fxyd2 *was not regulated by TGF-β on the microarray, which we verified by RT-PCR. **(C) **Cell protein lysates were isolated from articular cartilage of 6-week-old, 20-week-old and 10-month-old control and DNIIR mice (*n *= 3 each at age 6 weeks, 4 each at age at 20 weeks and 2 each at age 10 months). Papss2 expression was determined by Western blot analysis. Gapdh was used as a loading control. The average Papss2/Gapdh ratios derived from all of the blots are shown, with the ratio for WT set to 1. Papss2 protein was reduced in DNIIR mice at each stage.

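FXYD2, which encodes a small subunit of the sodium-potassium pump, differed little between untreated and TGF-β-treated bovine cultures. Its log2 fold change was -0.18 (SE 0.133, n = 3 pairs), with differences of -0.55, -0.04 and 0.05 in replicates 1, 2 and 3. The gene did not pass the test (adjusted p = 0.486 in limma's paired fit). GAPDH, the glycolytic gene used to normalize the bovine RT-PCR, had a log2 fold change of -0.36 (SE 0.105, n = 3 pairs), was lower in each of the 3 replicates (-0.53, -0.40 and -0.15) and did not pass the test (adjusted p = 0.0984). HPRT1 had -0.07 (adjusted p = 0.762). Of 14 common reference genes, 1 rose, 0 fell and 13 did not pass (1 higher and 0 lower when adjusted over the list alone), and camera gave the list an adjusted p of 0.772. The 1 was TFRC, which encodes the transferrin receptor, with a log2 fold change of 0.49 (adjusted p = 0.0456), and its call ended without any 1 of the 3 replicates (0.0910 to 0.158) and with arrays centred on their medians (0.0521).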

### Papss2 expression and sulfation of chondroitin are reduced in DNIIR cartilage

Next, to determine if reduced TGF-β signaling in DNIIR mice would alter expression of these genes *in vivo*, quantitative real-time RT-PCR was performed as described above with RNA from the articular cartilage of 20-week-old DNIIR and WT mice (*n *= 5 WT and 6 DNIIR). Expression of DNIIR mRNA was confirmed in each sample by semiquantitative RT-PCR (data not shown). Downregulation of *Prg4 *(mean mRNA expression ratio of DNIIR/WT = 0.454), a known TGF-β-responsive gene, was used to confirmed disruption of TGF-β signaling in DNIIR cartilage (Figure 4B). Significant downregulation of *Papss2 *(DNIIR/WT = 0.651) and *Plod2 *(DNIIR/WT = 0.685) was observed in DNIIR cartilage as compared to WT (Figure 4B). *Fxyd2 *encodes an ion transport regulator, which was used as an unregulated control. The results suggest that TGF-β signaling is required to maintain expression of these genes *in vivo*.

Skeletal alterations in mice and humans with deficiencies in Papss2 have similarities to those of mice with deficiencies in TGF-β signaling, including kyphosis, postnatal short stature and progressive degeneration of articular cartilage. Therefore, we decided to focus on Papss2 [6,16-21,37]. To check whether reductions in Papss2 mRNA translated to changes in protein levels, we performed Western blot analysis using protein lysates from cells isolated from articular cartilage of 6-week-old, 20-week-old and 10-month-old mice. When Papss2 levels in DNIIR mice were compared to those in controls, the mutants exhibited close to a 50% reduction in Papss2 protein levels at all ages tested (Figure 4C). These results suggest that TGF-β is required to maintain protein levels of Papss2 in cartilage.

Alcian blue at specific molar concentrations of MgCl_2 _(0.5 M) and pH 5.8 has been shown to specifically stain sulfated glycosaminoglycans with preference for chondroitin sulfate. This is known as critical electrolyte concentration (CEC) Alcian blue staining [25,26]. To investigate whether DNIIR cartilage had alterations in sulfation of glycosaminoglycans, we first compared CEC Alcian blue staining in sections from 20-week-old WT and DNIIR tibiae (*n *= 3 WT and 3 DNIIR) (Figures 5A and 5B). In sections from WT mice, deep blue staining could be seen in the pericellular matrix surrounding cells as well as in the superficial layers of the cartilage. Some blue staining was also observed in the interterritorial matrix of the deeper zones. In contrast, deep blue staining was reduced or absent in the pericellular matrix in DNIIR cartilage. In addition, staining appeared to be reduced in the superficial zone.

**Figure 5:**
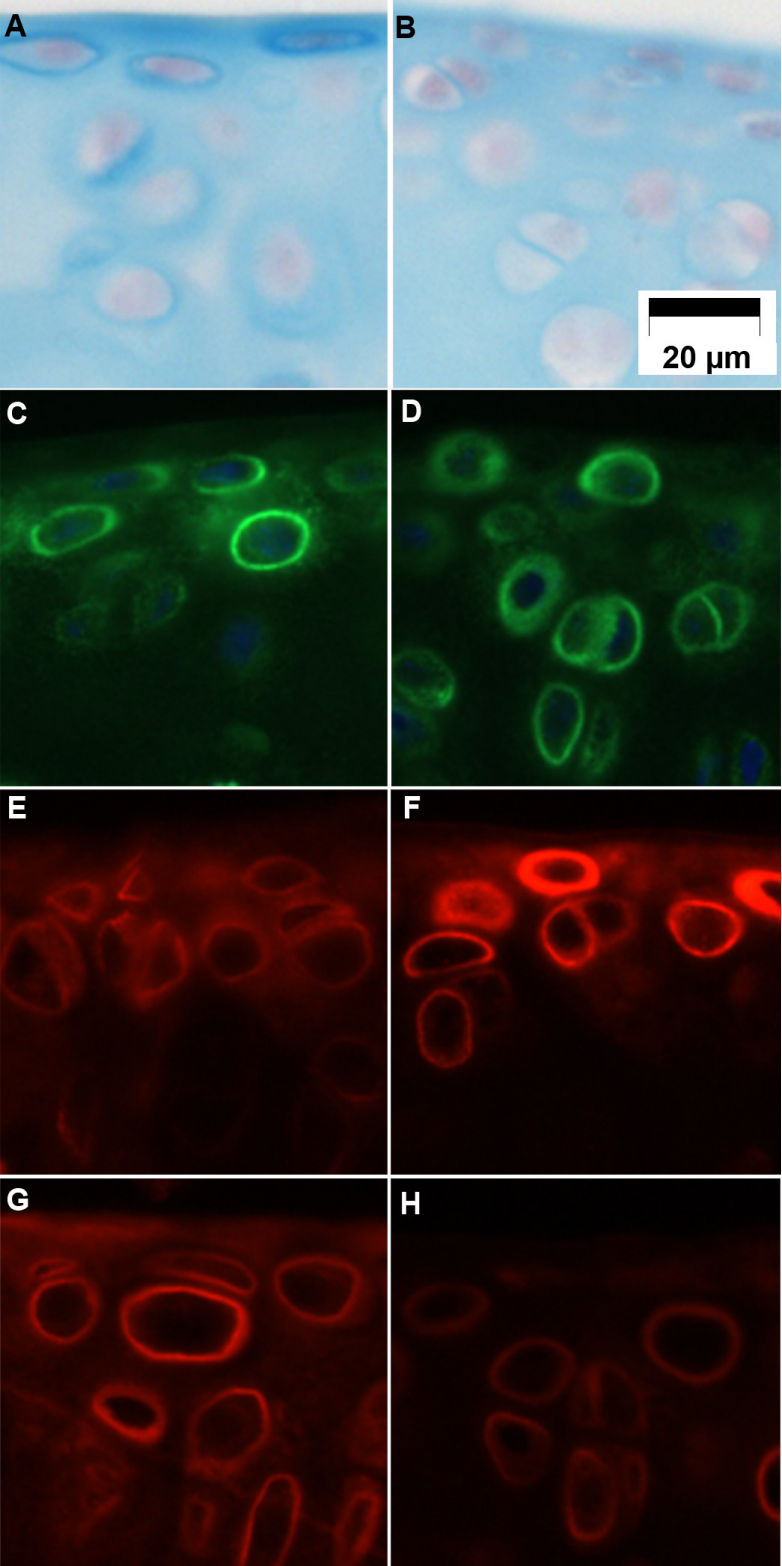
**Chondroitin-4-sulfate is reduced in DNIIR cartilage**. Sections from wild-type **(A)**, **(C)**, **(E) **and **(G) **and dominant-negative transforming growth factor β type II receptor (DNIIR) **(B)**, **(D)**, **(F) **and **(H) **tibiae (*n *= 3 controls and 3 DNIIR) were stained using Alcian blue at critical electrolyte concentration (A) and (B) and immunofluorescence using anti-aggrecan (C) and (D) (green), anti-chondroitin-0-sulfate (E) and (F) (red) and anti-chondroitin-4-sulfate (G) and (H) (red) antibodies. Alcian blue critical electrolyte staining and chondroitin-4-sulfate staining were reduced in DNIIR cartilage, chondroitin-0-sulfate staining was increased and aggrecan staining was comparable to that of controls.

To determine if the reduced staining was simply due to lower levels of aggrecan core protein, we stained separate sections from the same samples by immunofluorescence using an anti-aggrecan core protein antibody (Figures 5C and 5D). In both controls and mutants, staining could be seen at comparable levels in both the pericellular and interterritorial matrix; therefore, the changes in CEC Alcian blue staining could not be accounted for by alterations in aggrecan core protein levels.

Next, we looked directly at C0S (Figures 5E and 5F) and C4S (Figures 5G and 5H) using antibodies that detect terminal unsaturated disaccharide sulfated in the C-4 position of *N*-acetylhexosamine residue attached to carbohydrate stub of the core protein after chondroitinase treatment [38,39]. In wild-type cartilage, low levels of diffuse C0S could be detected in the pericellular and interterritorial matrix. In contrast, bright staining of C0S was observed in cartilage from DNIIR mice. In control cartilage, C4S staining was clearly detected in the pericellular and interterritorial matrix; however, C4S staining was low in DNIIR cartilage, suggesting that reduced sulfation in the matrix resulted in low levels of C4S and correspondingly higher levels of C0S. This staining pattern was previously observed in Papss2^bm/bm^-mutant cartilage [40]. Together these results suggest a defect in sulfation of the cartilage ECM that could result from failure to maintain Papss2 expression in the absence of TGF-β signaling.

## Discussion

Several murine models with altered TGF-β signaling in cartilage show signs of OA, but the biomechanical properties of articular cartilage, which are critical for its load-bearing ability, have not been studied in these mice. Furthermore, the mechanisms by which altered TGF-β signaling results in OA symptoms are not known. Herein we show that articular cartilage from DNIIR mice possess reduced stiffness at 20 weeks of age, as indicated by stress-relaxation indentation tests in comparison to WT mice. To address the function of TGF-β in maintaining the cartilage phenotype, we characterized global gene expression patterns in bovine articular chondrocytes treated with TGF-β. We identified several known TGF-β-responsive genes, including *PRG4*, as well as genes important for posttranslational modifications of the ECM, including *PAPSS2 *and *PLOD2*. Regulation of Papss2 mRNA and protein *in vivo *was confirmed by comparing DNIIR and WT mice. Downregulation of Papss2 in DNIIR mice correlated with reduced critical electrolyte staining for Alcian blue and reduced C4S immunostaining. Nevertheless, immunostaining for the aggrecan core protein was comparable in control and DNIIR mice, suggesting reduced matrix sulfation in the DNIIR cartilage.

The main function of articular cartilage is to act as a cushion in diarthrodial joints by handling various mechanical loads imparted on the joint through normal activity. To characterize the changes in mechanical properties in the DNIIR mutants, we performed a four-step stress relaxation indentation test to measure instantaneous and equilibrium stiffness. Our tests revealed that indentation stiffness is compromised in the DNIIR cartilage, which would affect its load-bearing function. Indentation stress relaxation tests similar to ours have been employed previously to determine mechanical properties of cartilage in mice with osteoarthritic changes [10,22]. Cartilage consists of a solid (matrix), fluid (water) and fixed-charge density, all of which contribute to biomechanical properties of the tissue. Various methods have been used to describe the biomechanical behavior of cartilage, including those that take into account all the constituents of cartilage, in the biphasic [41] and triphasic [42] models of cartilage mechanics. These methods involve rigorous analytical solutions that are beyond the scope of the current study. Although our indentation technique does not delineate the changes in each component of cartilage separately, it still provides us with a structural parameter with which to evaluate the differences in load-bearing ability of articular cartilage.

Papss2 is one of the isoforms of the PAPS synthetase, a bifunctional enzyme responsible for synthesis of PAPS, the universal sulfate donor. Many of the phenotypes observed in humans and mice with mutations in *Papss2 *overlap with those seen in mice with alterations in TGF-β signaling [2,6,20]. Regulation of Papss1 and Papss2 in the liver has been studied [43], but how Papss2, which catalyzes the synthesis of PAPS for sulfation of glycosaminoglycans, is regulated in cartilage is not known. Papss2 mRNA expression starts at 11.5 days postcoitum in mouse cartilage as it condenses and continues in the newborn in all the cartilaginous elements [44]. Interestingly, though its expression is significant in condensing and proliferating chondrocytes, Papss2 mRNA is markedly reduced in hypertrophic chondrocytes. In addition, Papss2 mRNA expression overlaps with that of Sox9, one of the master regulators of chondrogenesis. In this study, we have shown that TGF-β treatment significantly increases *PAPSS2 *expression in bovine chondrocyte cultures. 

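PAPSS2, which encodes the enzyme that makes the sulfate donor PAPS in cartilage, was higher in all 3 TGF-β-treated cultures than in any untreated one (2-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change was 1.42 (SE 0.269, n = 3 pairs), with an adjusted p of 0.0282 in limma's paired fit and 0.465 without the replicate number. Its difference was 1.52, 0.55 and 2.18 log2 units in replicates 1, 2 and 3, an SD of 0.82. The SE, which limma draws toward the spread of all genes, is smaller than these 3 differences alone would give. The related gene PAPSS1 had a log2 fold change of -0.28 (SE 0.101, adjusted p = 0.167), below 0 in each replicate (-0.35, -0.40 and -0.08). Of 13 measured genes of sulfate supply and sulfatases, 2 rose (ARSI and PAPSS2), 2 fell and 9 did not pass the test (3 higher and 2 lower when adjusted over the list alone). Those that fell were ARSK, which encodes a lysosomal sulfatase (log2 fold change -0.72, SE 0.0862, adjusted p = 0.00579), and BPNT1, whose product breaks down what is left of PAPS once its sulfate is used (-0.42, adjusted p = 0.0456). The list had a median of -0.12 and a mean of 0.10 log2 units, and camera on the groups alone gave it an adjusted p of 0.844, in the direction of the median. The sulfate transporter gene SLC26A2 has no named probe set on the array. PAPSS2 and ARSI, the members on the study's own list, are also named only by that list. Without replicate 1, 2 or 3, the adjusted p of PAPSS2 in the paired fit was 0.0574, 0.0211 and 0.0330, at log2 fold changes of 1.36, 1.85 and 1.04. BPNT1 lost its call after quantile normalization (0.0836) and without any of the 3 replicates (0.121 to 0.169).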

Previously, we found that TGF-β regulates *Papss2 *in mouse embryonic sclerotome [36]. Furthermore, we found significant reduction in Papss2 mRNA and protein levels in the articular cartilage of DNIIR mice, indicating an important role for TGF-β in regulating this enzyme *in vivo*.

Because expression of DNIIR resulted in reduced levels of Papss2, we hypothesized that the ECM in DNIIR cartilage would be hyposulfated. We performed Alcian blue staining using the critical electrolyte concentration principle. When we compared the staining between the genotypes, DNIIR cartilage consistently showed fainter staining, especially in the pericellular and superficial zone matrix. Aggrecan core protein immunostaining showed comparable expression, suggesting the alterations in Alcian blue staining were due to alterations in sulfation. To confirm alterations in sulfation more directly, we performed immunostaining for C4S and C0S. These antibodies were used previously to study sulfation of chondroitin in cartilage [40]. C4S staining was reduced and C0S was increased, suggesting that alterations in TGF-β signaling affect sulfation of GAGs in the matrix. Negatively charged sulfate (SO_3_^-^) and carboxyl (COO^-^) groups help to retain water after exudation caused by loading [13]. Changes in the sulfation of proteoglycans would be predicted to affect how water is retained in the cartilage, which could in turn alter mechanical properties. We hypothesize that altered TGF-β signaling and subsequent downregulation of Papss2 and matrix sulfation affect the biomechanical properties of articular cartilage. It should be noted that changes in Papss2 levels occur in DNIIR mice as early as 6 weeks of age, long before changes in histological or mechanical properties are observed. Turnover of the ECM is very slow, so it is reasonable to propose that the effects of downregulating Papss2 would take a long time to manifest as changes in ECM sulfation or changes in mechanical properties. This suggests TGF-β signaling and regulation of Papss2 expression in mouse cartilage are important in postnatal homeostasis of articular cartilage.

Mutations in other genes of the sulfation cascade, such as chondroitin-4-sulfotransferase 1 (*Chst11*) [45], diastropic dysplasia transporter (*Dtdst *or *Slc26a2*) [46,47] and extracellular heparan endosulfatases (*Sulf-1 *and *Sulf-2*) [48], have also been shown to result in various types of chondrodysplasias, some of which are lethal (mutations in *Dtdst*: achondrogenesis type IB [OMIM:600972]; atelosteogenesis type 2 [OMIM:256050]). *Chst11 *was recently identified as a target of bone morphogenetic protein (BMP) signaling and also was found to contain *cis*-regulatory modules that potentially could respond to TGF-β. 

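Genes of sulfotransferases, the enzymes that place sulfate on sugar chains and other molecules, showed small differences with TGF-β. CHST11, which encodes the main chondroitin 4-sulfotransferase, had a log2 fold change of 0.18 (SE 0.115, n = 3 pairs, adjusted p = 0.43), with replicate differences of 0.46, 0.03 and 0.04. Of 20 measured sulfotransferases, 1 rose, 0 fell and 19 did not pass limma's test in the paired fit (1 higher and 0 lower when adjusted over the list alone), and camera gave the list an adjusted p of 0.844. CHST10, which encodes a sulfotransferase of the HNK-1 carbohydrate, rose 1.39-fold, with a log2 fold change of 0.48 (SE 0.0969, n = 3 pairs, adjusted p = 0.0337). That call ended after quantile normalization (0.0588) and without replicate 1, 2 or 3 (0.169, 0.120 and 0.0525). CHST1 (-0.28), HS6ST1 (-0.34) and SULT1A1 (-0.24) had adjusted p values of 0.194 to 0.296. SULF2, which encodes an extracellular sulfatase of heparan sulfate, had -0.12 (SE 0.118, adjusted p = 0.607), and its relative SULF1 has no named probe set on the array.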

We did not identify changes in expression of *CHST11 *or any other sulfotransferase in bovine articular chondrocytes in response to TGF-β in our microarray experiments, although several are spotted on the array and are annotated in the bovine genome. There are some overlapping embryonic phenotypes in the skeletons of mice with conditional deletion of *Tgfbr2 *[2,20] and mutation in *Chst11*, including misshapen vertebrae and failure of the joints to form in the digits; however, the phenotype of the growth plate in *Chst11 *mutants was distinct from that seen in mice with loss of TGF-β signaling and may be due to secondary effects on patterning of both BMP and TGF-β signals. Postnatal maintenance of the articular cartilage was not characterized in mice with a mutation in *Chst11*.

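The lysyl hydroxylase gene PLOD2 was higher with TGF-β in each replicate, by 1.01, 0.79 and 1.41 log2 units in replicates 1, 2 and 3. The mean log2 fold change was 1.07 (SE 0.131, n = 3 pairs), with an adjusted p of 0.00624 in limma's paired fit and 0.419 without the replicate number. Its other probe set had 0.82. Of 26 measured genes of collagen modification and cross-linking, 4 rose, 2 fell and 20 did not pass the test (5 higher and 4 lower when adjusted over the list alone). Besides PLOD2, these were TGM2, which encodes a cross-linking transglutaminase (1.37), the lysyl oxidase relative LOXL4 (0.72) and COLGALT2, which encodes a collagen galactosyltransferase (0.64). CRTAP, which encodes a member of the prolyl 3-hydroxylation complex (-0.46), and FKBP9, which encodes a peptidyl-prolyl isomerase of the endoplasmic reticulum (-0.61), fell. By camera on the groups alone, the list had an adjusted p of 0.772. In the paired fit, COLGALT2, LOXL4, CRTAP and FKBP9 lost their calls without replicate 1 or 2 and after quantile normalization (adjusted p = 0.0529 to 0.178), CRTAP also without replicate 3 (0.0567), and TGM2 without replicate 2 (0.0638) and after quantile normalization (0.0636), with a log2 fold change of 0.89 without replicate 1.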

Plod2, a lysyl hydroxylase important for cross-linking collagen, was also regulated by TGF-β. Mutations in *PLOD2 *have been associated with the clinical condition Bruck syndrome 2 [OMIM:609220], which is characterized by abnormal collagen cross-linking in bone, osteopenia and multiple fractures in mice. Unlike mutations in *PAPSS2*, mutations in *PLOD2 *appear to affect bone structure more than cartilage [49,50], although a role in TGF-β-mediated chondroprotection is still possible. Whether alterations in *Plod2 *expression translate to defective cross-linking of type II collagen and alterations in mechanical properties in DNIIR mice was not addressed in this study; however, Sirius Red staining and polarized light microscopy indicated disorganization of collagen fibers in the articular cartilage of DNIIR mice compared to WT controls.

Prg4, a secreted glycoprotein, which is already known to be positively regulated by TGF-β in superficial zone chondrocytes [32] and has a protective effect on cartilage surfaces, was downregulated in the DNIIR mutants at the mRNA level. *Prg4*-knockout mice develop joint disease with age-associated increased joint friction and reduced mechanical properties of the cartilage [51,52]. Decreased Prg4 expression in the DNIIR mutants may also contribute to the reduction in mechanical properties observed.

## Conclusions

In conclusion, TGF-β signaling is required for the biomechanical integrity of articular cartilage. TGF-β upregulates the expression of several matrix-modifying enzymes, including Papss2, which mediates the rate-limiting step of protein sulfation. Tgfbr2 is required to maintain Papss2 mRNA and protein expression *in vivo *as well as sulfation levels in the cartilage ECM.

## Abbreviations

BSA: bovine serum albumin; C0S: chondroitin-0-sulfate; C4S: chondroitin-4-sulfate; DMEM: Dulbecco's modified Eagle's medium; DNIIR: dominant-negative transforming growth factor β type II receptor; ECM: extracellular matrix; Gapdh: glyceraldehyde 3-phosphate dehydrogenase; H & E: hematoxylin and eosin; Hprt: hypoxanthine-guanine phosphoribosyltransferase; LTBP3: latent transforming growth factor β-binding protein 3; Papss2: phosphoadenosine phosphosulfate synthetase 2; PBS: phosphate-buffered saline; PCR: polymerase chain reaction; Plod2: procollagen lysine 2-oxoglutarate 5-dioxygenase 2; Prg4: proteoglycan 4; RT: reverse transcriptase; TGF-β: transforming growth factor β; Tgfbr2: transforming growth factor β type II receptor.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

GR carried out the indentation studies, confirmation of the microarray results and characterization of Papss2 expression and sulfation in wild-type and mutant mice. He also participated in planning the experiments, interpreting the results and writing the manuscript. PS set up the bovine cartilage micromass cultures and carried out the microarray studies. AE helped with the design and interpretation of the indentation studies. RS conceived the study and participated in its design and coordination. She also participated in interpretation of the data and the final writing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Genes regulated by TGF-β (*P *< 0.05), up- or downregulated**. Excel file. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

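Gene expression was measured on Affymetrix Bovine Genome arrays in micromass cultures of bovine articular chondrocytes, 3 untreated and 3 given 5 ng/ml TGF-β1 for 8 hours, from 3 cows. No other experiment of the paper (RT-PCR, mouse cartilage, staining, Western blots) has deposited array data. The authors made the values in GeneSpring with Robust Multichip Average, which subtracts background, normalizes the arrays together and summarises probes, in log2 units, and centred each probe set on its median over the 6 arrays (largest absolute median 5e-07). The values were used as deposited. Levels are lost in this centring, so a filter on dim probe sets was not possible, and scanner files, from which background correction could be varied, were not used. Precision is limited by the 3 arrays per group. Of 15 pairs of arrays, none was a copy of another (at most 56 of 24016 values identical).

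Of 24128 probe sets, 112 controls of the array maker were left out and 24016 tested (the paper gives 24072 for the array). Gene symbols came from the array annotation, with 13263 probe sets matched to current symbols through their Entrez ID; 13292 had 1 symbol, 86 several and 10638 none. Where the annotation had no symbol and Additional file 1 named the probe set, that name was used (23 probe sets). Where both gave a name and they differed (4 probe sets), the name in Additional file 1 was not used. PRG4, which keeps the probe set of Table 2, is the exception. Gene values are the mean over the gene's probe sets, and genes of Table 2 keep that table's probe set, which gave 9172 genes, 2911 of them with more than 1 probe set and 25 with probe sets that differ by over 1 log2 unit. The plan had been to take the probe set with the highest mean signal, and to adjust over probe sets; the centred values do not allow the former, so the mean, planned as the alternative, was used, and adjustment for genes ran over genes.

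Differences are TGF-β minus untreated. They were tested 2-sided with limma 3.58.1 (R 4.3.3; statmod 1.5.0), lmFit and eBayes with the default prior, with Benjamini-Hochberg adjustment at 0.05. The fit on the groups alone was the planned one; the fit with the replicate number as a term (the replicate block, or paired fit) was among the alternatives set at the same time. Residual degrees of freedom were 4 and 2, and the prior SD 0.190 and 0.144. The number was taken to pair the arrays if the deviations from the group means of each pair with the same number had r above 0.1 across probe sets; all 3 did. The paper grew cultures of each cow with and without TGF-β, but the labels do not say that the number stands for the cow, which is only probable. As the fit on the groups alone called 0 genes, the words rose and fell refer to the paired fit. Gene lists (32, of which 31 with at least 5 genes) were tested with camera on the groups alone, with a preset correlation of 0.01, then with an estimated correlation, in the paired fit, and with fry, adjusted over the lists. Figures were drawn with matplotlib.

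The fits were tested on simulated data with 200 changed of 24016 probe sets, in 20 draws. The paired fit called 10.9% of changes of 0.5 log2 units, 95.8% of changes of 1 and 100% of changes of 2 and 3 when the spread was drawn from limma's prior, and 57.2%, 99.9%, 100% and 100% when each probe set's own spread was used; a mean of 6% and 9.94% of its calls were false. The fit on the groups alone called 10.8% and 16.7% of changes of 1 and 78.2% and 80.4% of changes of 2, with 0 false calls. The limit for the false share was set after a first version of the test, with a single draw, had been run and had given a higher share. A simulated list of 30 genes shifted by 0.5 had an adjusted p of 0.00153 on the groups alone and 0.111 in the paired fit with an estimated correlation, and 0 of 30 unshifted lists were called.

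Genes were named by a rule written before the data were examined, but after the paper's Table 2 and Additional file 1 had been read: every gene that the paper names in its array results, Table 2 or its discussion of them; the 12 genes with the largest increase and the 12 with the largest decrease among those past the adjusted threshold with no overlap between the groups; and up to 4 members of each list with the smallest p, with any member whose call is counted where 5 or fewer are. As no gene passed the adjusted threshold on the groups alone, all 24 of the largest changes were taken by an unadjusted p under 0.05 with no overlap. The ranking used gene means; on single probe sets, 10 of the 12 genes in each direction were the same, and APOD, which is named for that reason, had the largest decrease. The last part was read per direction only after the values were seen, which added 19 genes. A few members beyond the rule are named to show a list's breadth and were chosen after their values were seen: CCN2, COL1A1, FN1, BHLHE40, TGIF1, SPHK1, GFPT1, GNPNAT1, ADAMTS1, ADAMTS4, PLAUR, TPM2, TPM3, MYLK, COL10A1, MMP13, each run under the same alternatives, and COL11A2, RRM2 and FABP4. The alternatives were the replicate block, the unequal-variance test of the paper's methods, a trended robust prior, array weights, a further quantile normalization, centring of arrays on their medians, and leaving out each array; those added later are named with their effects. A few results are not reported here.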

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

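The tests of explanations in this part were chosen after the result was seen; the paired fit behind the adjusted p was set before. The 10 genes given first are outside those the paper lists or discusses; each changed at least 2-fold at an adjusted p under 0.05 in limma's paired fit, with all 3 TGF-β arrays beyond all 3 untreated ones, a criterion also set after the values were seen. The matrix protein gene DPT had a log2 fold change of 2.70 (6.49-fold, adjusted p = 0.0124, n = 3 pairs). ANGPTL2 had 1.98 (adjusted p = 0.00671), and its call ended without replicate 2 (0.0618). TCF7, of Wnt signalling, had 1.87 (adjusted p = 0.00961). G0S2 had 1.80 (adjusted p = 0.0191), and its call ended without replicate 2 (0.0753). The glucose transporter gene SLC2A1 had 1.76 (adjusted p = 0.0174). FSTL3, whose product binds activins, had 1.41 (adjusted p = 0.00169). The adhesion molecule gene VCAM1 had -1.07 (adjusted p = 0.023), and its call ended without replicate 2 (0.135). MCOLN2 had -1.83 (adjusted p = 0.000824). MTMR11 had -1.92 (adjusted p = 0.000824). MEOX2 had -2.31 (adjusted p = 0.000824).

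Both replicate 3 arrays stood apart, with higher cell cycle genes (median difference from replicates 1 and 2 of 2.10 log2 units untreated and 1.91 with TGF-β; 25 of 30 genes over 1 unit on both arrays; RRM2 5.10) and lower chondrocyte genes (medians -0.64 and -0.57; COL11A2 -2.71). The lower of the cell cycle medians, 1.91, only restates that both arrays stood apart, so no fault of an array, single or shared, was tested. Cells of another type stay open: over 7 lists of other cell types the highest median was 0.128, but the adipocyte gene FABP4 (4.16) and the fibroblast-lining gene CD55 (1.36) were higher in replicate 3. A difference between the cows or their cultures stays open and was not tested, since the correlation of both arrays' deviations across probe sets (r = 0.845) only restates that they stood apart together. The cow and the preparation of its culture share the replicate number and cannot be told apart.

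PAPSS2 differed most in replicate 3 (2.18 log2 units) and least in replicate 2 (0.55; replicate 1 1.52). These are 2.10 and 0.297 times the mean of the other replicates. Of the genes at least 2-fold changed in those others, 98.8% and 8.42% had a share below that of PAPSS2. The 98.8% is not a like-for-like rank, since PAPSS2 itself was under 2-fold in replicate 2, which also raises its share in replicate 3. A smaller response in replicate 2 of the genes that rose may account for part of the small PAPSS2 difference in that replicate. The median share over such genes was 0.618 there, against 1.01 in replicate 1 and 1.06 in replicate 3. Whether all genes responded less there stays open, since the share of genes that fell was 0.846 (95% interval 0.615 to 1.09), against 0.855 and 0.880. An effect of the TGF-β array of replicate 2, whose spike-in controls had a median of 1.53 log2 units and whose 5′ minus 3′ differences were low for eIF4E (-1.0) and actin (-0.52), stays open, since no other array has such values. No biological explanation was tested, as the labels give nothing for the replicates beyond their number.

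The probe set that Table 2 gives for PRG4 is annotated as TPR, the neighbouring gene, which overlaps PRG4. Its log2 fold change (1.08) lay 4.96 standard errors above that of the other TPR probe set (0.23), but this does not settle which gene it measures, since the probe sets annotated as PRG4 (1.84, 1.34, 0.35 and -0.10) also differed among themselves, by up to 6.63 standard errors. Whether it measures PRG4 or TPR cannot be told apart from these values.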

How the results depend on the processing

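Leaving out replicates with the block, the second choices made beside the block, the first probe set of a gene and names from the array annotation alone were chosen after the data were seen. On the groups alone, limma called 0 probe sets in each direction (1377 at an unadjusted p under 0.05). It called 585 higher and 832 lower with the replicate block, 26 and 18 with a trended robust prior, 2 and 0 after a further quantile normalization, and 0 with array weights, with arrays centred on their medians and without any 1 array or pair of arrays. The cause was not tested. Quantile normalization and the trended prior both ran on centred values, which hold no level. The former made the spread of the arrays' deviations equal, and the latter followed centred means. The unequal-variance test called 0 after adjustment and 65 higher at the 2-fold cut-off, where limma's 111 higher and 89 lower ranged over fits without 1 array or 1 pair from 75 to 178 and from 73 to 149. With the block, the counts of 585 and 832 became 0 and 0 with no block, 377 and 443 after quantile normalization, and 301 and 513 without both arrays of replicate 1 or 272 and 267 without both of replicate 2, where fewer arrays were fitted; all 1417 kept their direction. Of the gene list members, 0 were called on the groups alone, against 59 higher and 48 lower with the block, 8 and 1 with the trended robust prior, 1 higher with array weights and 2 higher after quantile normalization.

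Of the 4 lists that camera called, 0 were called with an estimated correlation, with or without the block, and 0 by fry on the groups alone. With the block their estimated correlations ran from -0.0542 to 0.0135 (preset 0.01), so this loss does not show strong correlation between the genes. With the block and an estimated correlation, a simulated list shifted by 0.5 was lost too (adjusted p = 0.111). On the groups alone it was called (0.00153). Fry with the block called 2 of them (TGF-β targets 0.0342, caveolae 0.0228). Counted over all lists, camera called 2 with the first probe set of each gene and 3 with names from the array annotation alone. In fits without 1 array it called 3 to 5 of all lists. With the block the only list whose call changed was the cell cycle, from an adjusted p of 0.772 to 0.0332; without 1 array or pair it ranged from 0.000257 (lower, without TGF-b1 replicate 3) to 0.874, and it was reversed at 0.00440 without untreated replicate 3. Among named genes called with the block, these changed sign on the groups alone when 1 array was left out (genes not called are not listed), with these lowest and highest values: ADM -1.57 and 0.086, COL1A2 -1.20 and 0.17, LAMB1 -1.08 and 0.20, MCM4 -1.51 and 0.32, RRM1 -1.08 and 0.25, S100A1 -1.16 and 0.29. The 172 named genes had 4128 values under alternatives. Of these, 3282 kept their side of the threshold, 838 passed it where the fit on the groups alone did not, and 8 were counted as reversed. The 3282 did not all keep their sign, since genes that were not called also changed sign over the alternatives. Examples are FXYD2 (lowest -0.45, highest 0.08), HPRT1 (-0.40 and 0.23) and COL2A1 (-0.26 and 0.30). Of 108 named genes called with the block, 102 stayed called with the trended robust prior, 107 with array weights, 75 after quantile normalization, 102 with arrays centred on their medians, and 71, 62 and 84 without replicate 1, 2 and 3; without a replicate 0 changed sign, and ID3 (-0.79 without replicate 3) and TGM2 (0.89 without replicate 1) moved by more than 1.5 times. Of 31 named genes called with the block that have several probe sets, 5 moved by more than 1.5 times with the first one alone, HAS2 from 0.63 to 1.48, APOD from -1.41 to -2.69, GFPT1 from 0.47 to 0.21, TPM2 from -0.52 to -0.12 and CSPG4 from -0.49 to -0.08; the last 3, ADAM9, COL11A1, COMP and DLX5 then lost their call (adjusted p = 0.0502 to 0.708). The planned filter on dim probe sets was not run, since the deposited values are centred and hold no level. Background correction was not varied, since only the authors' summarised values were used, and signal over background is unknown.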

Differences from the paper's values

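The paper's text gives 65 genes as upregulated at least 2-fold with an unadjusted p under 0.05, and its Additional file 1 lists 66 (the paper's values). With limma on the groups alone, 111 probe sets met the same cut-offs. Of the alternatives set before the data were examined, 3 gave a count within 1.5 times the paper's: the unequal-variance t-test that the paper's methods name (65), the fit without untreated replicate 3 (93) and the fit without TGF-b1 replicate 1 (76). The others did not: 158 with the replicate block, 108 with a trended robust prior, 126 with array weights, 133 after a further quantile normalization, 108 with arrays centred on their medians, 121 and 126 without untreated replicate 1 and 2, and 116 and 178 without TGF-b1 replicate 2 and 3. For downregulated genes the paper gives 60 in its text and 61 in Additional file 1, and limma's 89 is within 1.5 times of either, as are 62 by the unequal-variance t-test and 86 with a trended robust prior. The others were not: 128 with the replicate block, 102 with array weights, 106 after a further quantile normalization, 92 with arrays centred on their medians, 113, 96 and 147 without untreated replicate 1, 2 and 3, and 102, 98 and 149 without TGF-b1 replicate 1, 2 and 3. The paper calls its counts genes, but its Additional file 1, with 66 up and 61 down, lists probe sets, which is the unit counted here. Of these 127 probe sets, 126 were among the 127 that met both cut-offs by the unequal-variance t-test. All 127 were among the 200 that met them with limma on the groups alone.

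The paper's text places GLT8D2 among the upregulated matrix-modifying genes, and its Table 2 lists the gene as lower. In the deposited values GLT8D2 had a log2 fold change of -1.84 and was lower in each of the 3 replicates. The other genes of that sentence were higher, PAPSS2 by 1.42, PLOD2 by 1.07, B3GALNT2 by 1.14, B3GALT2 by 1.28, DSE by 1.34 and ARSI by 1.96. The paper reports that it identified no change in any sulfotransferase. Of 20 measured, CHST10 rose 1.39-fold, below the paper's 2-fold cut-off, in the paired fit only (adjusted p = 0.0337), and 19 did not pass the test, CHST11 (0.18) among them.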

Other observations

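Of the tests in this part, the counts of probe sets over other splits were chosen after the result was seen, and those of lists before the values of the other splits were seen. Genes of caveolae, the small pits of the cell membrane, were lower with TGF-β. Of 9 measured, 0 rose, 5 fell and 4 did not pass the test (1 higher and 7 lower when adjusted over the list alone), and camera on the groups alone gave the list an adjusted p of 1.27e-05, or an adjusted p of 0.202 with an estimated correlation. CAV1, which encodes the main coat protein, had a log2 fold change of -1.05 (SE 0.0988, n = 3 pairs), CAV2 -0.93, CAVIN1 -0.74, CAVIN3 -1.18 and EHD2 -0.52, the last losing its call without any 1 replicate (0.0759 to 0.0849). This list was written after reading the study's own list, which holds 3 of its genes, so it is not independent evidence. Among 31 genes of the actin cytoskeleton, 3 rose and 7 fell (4 and 10 when adjusted over the list alone; camera 0.249): FLNC (0.92), TAGLN2 (0.78) and TAGLN rose, and those that fell include MYLK, which encodes myosin light chain kinase (-1.05), TNS3 (-1.05), CNN3 (-0.67), TPM2 (-0.52, or -0.12 with its first probe set alone), TPM3 (-0.51) and SORBS2. Of 23 stress chaperones, BAG3 (0.63) rose and the small heat shock genes HSPB8 (-1.13), HSPB2 (-1.03), CRYAB (-0.57) and HSPB6 (-0.42) fell (3 higher and 5 lower when adjusted over the list alone; camera 0.772). Of 30 cell cycle genes, 0 rose, 3 fell and 27 did not pass (0 higher and 5 lower when adjusted over the list alone): MCM4 (-0.60), CCND1 (-0.51) and RRM1 (-0.40), and camera gave 0.772 on the groups alone and 0.0332 in the paired fit, where the adjusted p was 0.743 with an estimated correlation. Both replicate 3 cultures were high in these genes, and without untreated replicate 3 the list was higher with TGF-β (0.00440), without TGF-b1 replicate 3 lower (0.000257).

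Of 35 genes of matrix degradation and its inhibitors, 6 rose, 0 fell and 29 did not pass (8 higher and 3 lower when adjusted over the list alone; camera 0.278). The aggrecanase gene ADAMTS4 rose by 0.80 log2 units, ADAMTS1 by 1.25, CEMIP2, whose product is linked to hyaluronan breakdown, by 1.70, the urokinase receptor gene PLAUR by 0.91 and ADAM9 by 0.46, beside TNFAIP6. Among 31 genes of inflammation, IL6, TNFAIP6, LIF, IL11RA and the cyclooxygenase gene PTGS2 (1.10) rose and HMOX1 (-0.93) fell (5 and 2 when adjusted over the list alone; camera 0.141). Of 17 immediate early genes, IER3 (0.87), FOS (0.57) and JUNB rose and 0 fell (3 and 1 when adjusted over the list alone; camera 0.278). Among 22 Wnt genes, LRP4 (1.27) and TCF7 rose and NDP (-1.31), WLS (-1.18), CCN5 (-0.74) and TCF7L2 (-0.60) fell (3 and 6 when adjusted over the list alone; camera 0.761, fry in the paired fit 0.0228, lower). Of 17 genes of BMP signalling, FSTL3 rose and the target gene ID3 (-1.26) fell (2 and 2 when adjusted over the list alone; camera 0.341). Of 7 Notch genes, JAG1 rose and 0 fell (1 and 0 when adjusted over the list alone; camera 0.700). Of 26 genes of hypoxia and glycolysis, SLC2A1 and VEGFA rose and ADM (-0.70), PFKP (-0.69), PKM (-0.56) and PDK3 fell (3 and 4 when adjusted over the list alone; camera 0.844). Of 20 genes of sterol and fatty acid synthesis, SCD rose and DHCR7 (-0.41) fell (1 and 4 when adjusted over the list alone; camera 0.451).

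Of 16 genes of chondrocyte identity, COMP rose and COL11A1, CNMD (-0.59) and S100A1 (-0.50) fell (1 and 4 when adjusted over the list alone; camera 0.761, and 0.0349, lower, without TGF-b1 replicate 2). Of 10 genes of the superficial zone, PRG4 rose and VCAM1 fell (2 and 1 when adjusted over the list alone; camera 0.772). Of 17 genes of hypertrophy and mineralization, VEGFA, FGFR1 (0.57) and ENPP1 (0.52) rose and IBSP, PTH1R (-1.05), DLX5 (-0.58) and MEF2C (-0.40) fell (5 and 4 when adjusted over the list alone; camera 0.844), while COL10A1 (-0.07), MMP13 (0.07) and ALPL (0.17) did not pass. Among markers of other cell types, 0 of 16 macrophage and leukocyte, 0 of 11 endothelial, 0 of 5 osteoblast and osteoclast, 0 of 6 adipocyte and 0 of 6 red blood cell genes passed limma's test in the paired fit, where 1, 2, 1, 3 and 0 of them had an unadjusted p under 0.05, nor on the groups alone, where 0, 1, 0, 0 and 0 had one (camera 0.226, 0.601, 0.844, 0.415 and 0.772; fry in the paired fit 0.0417, lower, for adipocyte genes). Of 7 smooth muscle genes CSPG4 (-0.49, or -0.08 with its first probe set alone) fell, and of 11 fibroblast genes DPT rose (camera 0.844 and 0.278). Adjusted over the list alone in the paired fit, 2 smooth muscle genes were lower, 2 fibroblast genes higher and 2 lower, 1 adipocyte gene lower and 0 genes of the 4 other lists passed. ACTA2, CNN1, CTSK, BGLAP, DMP1, ENG, ERG, COL1A1 and COL3A1 are also on other lists, and how strongly chondrocytes express the markers cannot be read from centred values. The median, the mean and the direction of camera differed in sign for the superficial zone, hypertrophy, stress chaperone, Notch, endothelial and smooth muscle lists. The calls of these genes ended without 1 or more of the replicates or after quantile normalization: TNS3, TAGLN2, HMOX1, IER3, PFKP, ADAMTS4, MYLK and PLAUR (without replicate 2, adjusted p = 0.0539 to 0.0913), ID3, CNN3, BAG3, FOS, CCN5, CRYAB, CNMD, CSPG4, PKM and TPM3 (without replicate 1 or 2, 0.0514 to 0.187), MCM4 and ADM (without replicate 2, 0.0564 and 0.0632), DLX5 and TCF7L2 (without replicate 2 or 3, 0.0757 to 0.166), PTH1R (after quantile normalization, 0.0588), and ADAM9, CCND1, RRM1, HSPB6, DHCR7, ENPP1, FGFR1, MEF2C, S100A1 and TPM2 (without any of the 3, 0.0564 to 0.189).

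The 6 arrays can be parted into 2 groups of 3 in 10 ways, too few for a share under 0.05. On the groups alone, limma called 0 probe sets in the real split and at most 0 in the others; with a count of 0 all 10 splits were bound to give as many, which says nothing about chance. At the 2-fold cut-off with an unadjusted p under 0.05, 5 of the 10 splits gave as many as the real one, which had 200; the highest other had 513. The 4 splits above the real one part 1 pair of equal numbers and set replicates against each other, whereas the 3 other splits that part all 3 pairs, as the real one does, gave 0, 0 and 2. Camera called 4 lists in the real split and at most 6 in the others, and 3 of the 10 splits gave as many. The splits above the real one, with 6 and 5 lists, part 1 pair of equal numbers. The 3 other splits that part all 3 pairs gave 0, 1 and 1 lists. With the replicate block, exchanging the conditions within pairs gives 4 splits, also too few. The real one called 1417 probe sets and 5 lists, the highest others 0 and 1, and 1 of the 4 splits, the real one, gave as many in both counts.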
